# Transcriptional repression by a secondary DNA binding surface of DNA topoisomerase I safeguards against hypertranscription

**DOI:** 10.1038/s41467-023-42078-9

**Published:** 2023-10-13

**Authors:** Mei Sheng Lau, Zhenhua Hu, Xiaodan Zhao, Yaw Sing Tan, Jinyue Liu, Hua Huang, Clarisse Jingyi Yeo, Hwei Fen Leong, Oleg V. Grinchuk, Justin Kaixuan Chan, Jie Yan, Wee-Wei Tee

**Keywords:** Transcription, Enzyme mechanisms

## Abstract

Regulation of global transcription output is important for normal development and disease, but little is known about the mechanisms involved. DNA topoisomerase I (TOP1) is an enzyme well-known for its role in relieving DNA supercoils for enabling transcription. Here, we report a non-enzymatic function of TOP1 that downregulates RNA synthesis. This function is dependent on specific DNA-interacting residues located on a conserved protein surface. A loss-of-function knock-in mutation on this surface, R548Q, is sufficient to cause hypertranscription and alter differentiation outcomes in mouse embryonic stem cells (mESCs). Hypertranscription in mESCs is accompanied by reduced TOP1 chromatin binding and change in genomic supercoiling. Notably, the mutation does not impact TOP1 enzymatic activity; rather, it diminishes TOP1-DNA binding and formation of compact protein-DNA structures. Thus, TOP1 exhibits opposing influences on transcription through distinct activities which are likely to be coordinated. This highlights TOP1 as a safeguard of appropriate total transcription levels in cells.

## Abstract (web summary)

Aberrant hypertranscription in cells can affect development and disease. Here, the authors show that DNA topoisomerase I prevents hypertranscription; not through its catalytic function, but through a DNA binding mechanism.

## Introduction

The absolute amount of mRNA in a cell is increasingly recognized as an important biological property of cells^1–4^. In contrast to changes in gene expression patterns where subsets of genes are upregulated or downregulated, modulation in transcriptional output changes the absolute amount of RNA production without significant perturbation to existing transcriptomic signatures.

Timely elevation in total transcriptional output, also known as global transcriptional amplification or hypertranscription, is critical for many normal developmental processes, including embryonic development, stem cell amplification, adult organ maintenance and tissue regeneration^1,2,5,6^. In the same vein, precocious increase in transcriptional output could cause disease, as is the case for MYC-driven cancers and Down syndrome-associated leukaemia, and was recently found in many cancers to associate with poor prognosis^3,4,7–9^. Hitherto, only few protein regulators of the process were identified and molecularly investigated in detailed, specifically c-Myc and Chd1 in the context of cancer and early embryonic development, respectively, and both are factors that initiate hypertranscription^7,10–12^. Much less is known about factors that prevent hypertranscription, with known examples being the nucleosomes and cyclin D1^13,14^.

In eukaryotes, DNA topoisomerase I (TOP1) is the only type 1B topoisomerase that removes helical stress in DNA by a nicking, swivelling and re-ligation mechanism^15^. This enzymatic activity is required to ensure transcription processivity by preventing the built up of inhibitory DNA supercoils^16^. However, it was observed that TOP1’s role in transcription is much more diverse than maintaining transcription elongation; it is actually involved in virtually every step of the transcription cycle from initiation, elongation, re-initiation, and even repression^17–23^. Interestingly, not all of these functions require catalytically active TOP1^24^. In fact, it was observed in vitro that catalytically dead mutant TOP1 can equally mediate transcription activation and repression^19,25,26^. This indicates that besides its enzymatic function, TOP1 has additional molecular activities that are as important for regulating transcription.

Aside from binding DNA in its catalytic pocket, TOP1 also possesses a secondary DNA binding site located on a conserved surface of the protein^27–31^ (Fig. 1a). Binding of DNA at this secondary site has been associated with the induction of DNA conformational changes and recognition of DNA topology^30,31^. This is thought to occur through TOP1 binding at DNA crossovers, where its two DNA binding sites bind simultaneously to the two juxtaposed segments of DNA^29^. However, the functional significance of this secondary DNA binding site and its role in various DNA conformations in vivo are not yet understood. Given the involvement of DNA topological and structural changes in the transcription process, it is plausible that the secondary DNA binding site of TOP1 plays an important role in the regulation of transcription. To investigate this, we employed structural modelling, mutagenesis in cells, and biophysical assays to explore the functional relevance of the secondary DNA binding surface in transcription.

**Fig. 1:**
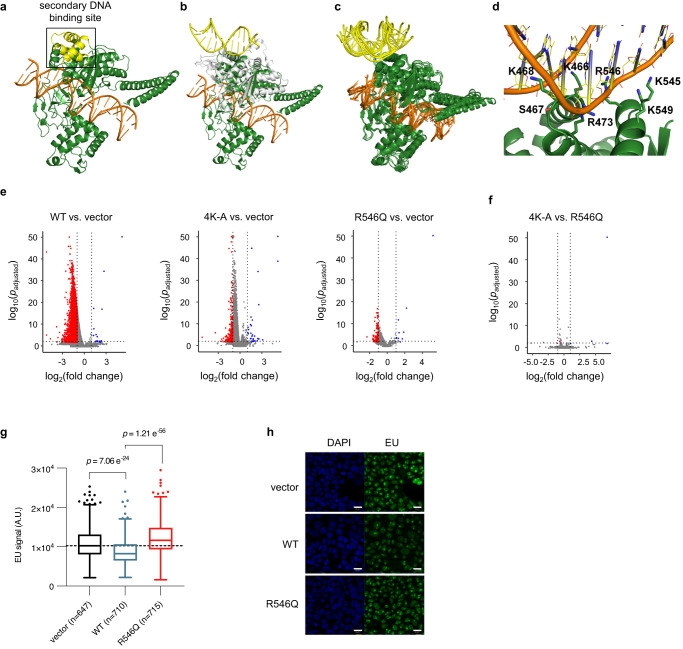
A secondary DNA binding site on TOP1 is required for transcriptional downregulation. **a** Crystal structure of human TOP1 (green) complexed with DNA (orange) at the primary DNA binding site (catalytic pocket) (PDB 1A36). The boxed region highlights the conserved surface on core subdomain III (yellow) which is the secondary DNA binding site. **b**–**d** Molecular models of human TOP1 covalent complex (TOP1cc) (TOP1 in green, DNA in orange) in complex with DNA at secondary binding site (yellow). **b** Crystal structure of human TOP1 bound to DNA at the active site (PDB 1A36) superimposed with the crystal structure of *D. radiodurans* TOP1B (white) bound to DNA at the secondary binding site (PDB 3M4A). **c** Superimposition of final MD trajectory structures of TOP1cc in complex with DNA at secondary binding site. **d** A representative structure from the MD simulations showing the binding interface between the secondary binding site and DNA; the DNA-interacting residues are shown as sticks. **e**, **f** Volcano plots of RNA-seq analyses comparing the indicated samples. Blue and red denote down- and upregulated differentially expressed genes (DEGs), as determined using DESeq2 (see details in ‘Methods’). **g** Boxplots of EU signal in single cells. Centre lines represent median, box limits represent upper and lower quartiles, whiskers represent 1.5× interquartile range, points represent outliers. *n* = 647 (vector), *n* = 710 (WT), *n* = 715 (R546Q) single-cell quantifications. Mann–Whitney test was performed; *p* values (two-tailed) are indicated above the comparisons. Source data are provided as a Source data file. **h** Representative images of EU labelling of cells from confocal microscopy imaging. Scale bars: 20 µm.

We discovered that the secondary DNA binding surface of TOP1 is required for transcriptional downregulation, which is necessary to prevent aberrant hypertranscription in mESCs. The elevated transcription in mutant mESCs is accompanied by reduced TOP1 occupancy on chromatin and change in genomic supercoiling levels. We demonstrated that mutation on the secondary DNA binding site does not alter TOP1 catalytic activity. Instead, mutant TOP1 is compromised in promoting DNA conformational changes associated with DNA looping, and in stabilizing the binding-dependent DNA conformation. Finally, mutant mESCs with elevated levels of global transcription responded differently to neuronal differentiation protocols compared to wild-type cells, indicating that the molecular changes have physiological implications.

Therefore, our findings highlighted an under-appreciated repressive role of TOP1 in transcriptional control. We propose that the TOP1 binding to DNA through its secondary DNA binding site exerts a critical function in restraining transcription, which ensures appropriate transcriptional levels are maintained in cells.

## Results

### Secondary DNA binding site on TOP1 is required for transcriptional downregulation

To enable mutational studies in cells, we first identified candidate DNA-interacting residues on the secondary DNA binding site by performing molecular dynamics (MD) simulations. We first obtained an initial model of human TOP1 bound to DNA at both the active and secondary binding sites (Fig. 1b) by structural alignment of the secondary DNA binding motifs of human TOP1 with a bacterial TOP1 structure that is bound to a DNA duplex at its secondary binding site^30^, and simulated it in four replicate MD simulation runs. Although there were initially atomic clashes between human TOP1 and the secondary DNA due to low sequence similarity between human TOP1 and *Deinococcus radiodurans* TOP1B at the secondary DNA binding interface, we were able to identify a simulation run in which the secondary DNA remained stably bound to TOP1. Next, using the final trajectory structure from this stable run as the initial structure, four replicate runs with reassigned atomic velocities were performed. The secondary DNA remained bound to TOP1 in a similar manner in all four simulation runs, with one end tilting towards the active site DNA (Fig. 1c), thus representing a stable model of human TOP1 bound to DNA at both the active and secondary binding sites. This is consistent with this surface being a bona fide DNA binding site. Upon examining the secondary TOP1–DNA binding interface, we identified seven amino acid residues involved in hydrogen bonding with the phosphate backbone, deoxyribose moieties, and nitrogenous bases of the bound DNA (Fig. 1d and Table 1). Notably, these include K466, K468, K545 and K549, which were previously predicted to interact with DNA and separately shown to confer specificity for binding to supercoiled DNA substrate^29,31^. The other three residues, S467, R473 and R546, are newly identified, and surprisingly form even more persistent hydrogen bonds with DNA than the lysine residues (Table 1). These three novel DNA-interacting residues, like the four lysine residues, are also highly conserved in type 1B topoisomerases from different species (Supplementary Fig. 1a). Furthermore, R546 has a disease-associated mutation R546Q^32,33^, which further lends support to our hypothesis that these DNA-interacting residues could be functionally important.

**Table 1:** Hydrogen bonds between TOP1 and secondary DNA

TOP1 residue	DNA nucleotide atom^a^	% of time bond is present
K466	Thy116 OP1	44.45
	Cyt115 O3'	12.73
S467	Thy117 OP1	91.57
K468	Thy116 O3'	73.60
	Thy116 O2	28.80
	Thy117 OP1	25.80
	Thy117 O2	21.92
	Ade7 N3	11.00
	Gua8 O4'	7.55
R473	Gua10 OP1	98.88
	Gua9 O3'	82.35
R546	Cyt11 OP1	94.43
K545	Gua12 OP2	18.70
	Gua12 OP1	8.48
K549	Cyt11 OP2	58.48
	Cyt11 O5'	5.23

^a^DNA nucleotides follow the numbering in the PDB structure 3M4A.

To determine if the identified DNA-interacting residues could disrupt DNA binding at the secondary binding site if mutated, we introduced the quadruple K466A-K468A-K545A-K549A mutations into the stable structure of TOP1 complexed with secondary DNA. This mutated structure was then simulated for 200 ns in four replicate runs. The secondary DNA rapidly unbound from the secondary site in three of the runs (after about 10, 10, and 40 ns, respectively) and remained loosely bound to TOP1 at the secondary site in the fourth run (Supplementary Fig. 1b), substantiating the requirement for the lysine residues in binding DNA. We similarly evaluated the impact of the R546Q mutation in MD simulations. The secondary DNA unbound from TOP1 after 45 ns in one run and was unstable in another run, rotating around the binding site during the simulation (Supplementary Fig. 1c). While it remained bound in the other two runs, the binding free energy is less favourable compared to that in the wild-type complex (Supplementary Fig. 1d). Taken together, the modelling data show that mutation of DNA-interacting residues on the secondary surface likely affects DNA binding.

Therefore, we generated constructs for overexpression of TOP1 variants with mutations of selected DNA-interacting residues to test their effects on transcription in 293T cells. Specifically, we generated the TOP1(4K-A) variant where the previously characterized K466, K468, K545 and K549 were each substituted with an alanine, and the TOP1(R546Q) variant which harboured the amino acid substitution R546Q. We separately overexpressed these variants and wild-type TOP1 (TOP1(WT)) in 293T cells and compared each overexpression with vector-transfected control cells. We sorted for equal numbers of cells with successful transfection, verified that TOP1 variant proteins were expressed to similar levels as indicated by western blot (Supplementary Fig. 2a), and performed cell number-normalized RNA-seq experiment with ERCC spike-ins^34^.

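RNA-seq libraries of 293T cells, a human embryonic kidney line that carries the SV40 large T antigen, were analysed from 4 groups labelled vector, TOP1(WT), TOP1(4K-A) and TOP1(R546Q), with 2 libraries each. TOP1, the gene overexpressed, was read first in every library as a check of the labels. The libraries labelled TOP1(WT) had 232 and 226 TOP1 counts in 1000000 gene counts (CPM), and those labelled vector had 57159 and 71364. TOP1 stood at 40543 and 42324 CPM in the TOP1(4K-A) libraries and at 29277 and 29092 in the TOP1(R546Q) libraries. It took 5.72% and 7.14% of all gene counts in the libraries labelled vector, 4.05% and 4.23% with TOP1(4K-A), 2.93% and 2.91% with TOP1(R546Q), and 0.0232% and 0.0226% in the libraries labelled TOP1(WT). These levels go against the labels vector and TOP1(WT), and the submitters named the deposited files of these 4 libraries with the other of the 2 labels. Directions are given for the libraries as labelled. The paper's western blot shows similar levels of the TOP1 variant proteins, and its EU labelling and total RNA measurements were lower in TOP1(WT) cells than in vector cells. These measurements alone do not settle the labels, but the TOP1 levels argue against the labels vector and TOP1(WT) as given. If these 2 labels are exchanged, each difference from vector printed here is one from TOP1(WT) overexpression. The direction between vector and TOP1(WT) is then reversed.

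According to the paper, cells were sorted at 70 h after transfection, 100000 cells were used per sample, and 1 µl of ERCC spike-in RNA diluted 100-fold was added before library preparation. The methods name a 3xHA tag on TOP1 and a different RNA isolation kit from the submitters' labels, which name a Flag tag. The authors trimmed the reads with Trim Galore, mapped them to hg19 with RSEM, and deposited expected counts per gene and ERCC transcript. Gene counts per library were 20819524 and 19604988 (vector), 18896163 and 18362756 (TOP1(WT)), 21795902 and 21813470 (TOP1(4K-A)), and 23969270 and 17370574 (TOP1(R546Q)), with 151670 to 330170 ERCC counts. The expected counts were rounded to whole numbers, scaled by median-of-ratios size factors of the ERCC transcripts, and tested with edgeR's quasi-likelihood test over all 8 libraries. The 16482 genes with at least 10 counts in at least 2 libraries were tested, and the thresholds of the paper were used, a change of over 2-fold and an adjusted p of at most 0.01. The choice of scaling changes the numbers, because the spike-in keeps a shift of all genes that scaling on the genes themselves (TMM) removes. The paper calls the replicates of WT mESCs and of ChIP-seq biological and does not say what the replicates of 293T cells are, so p-values measure the spread between these samples.

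**Figure D1:**
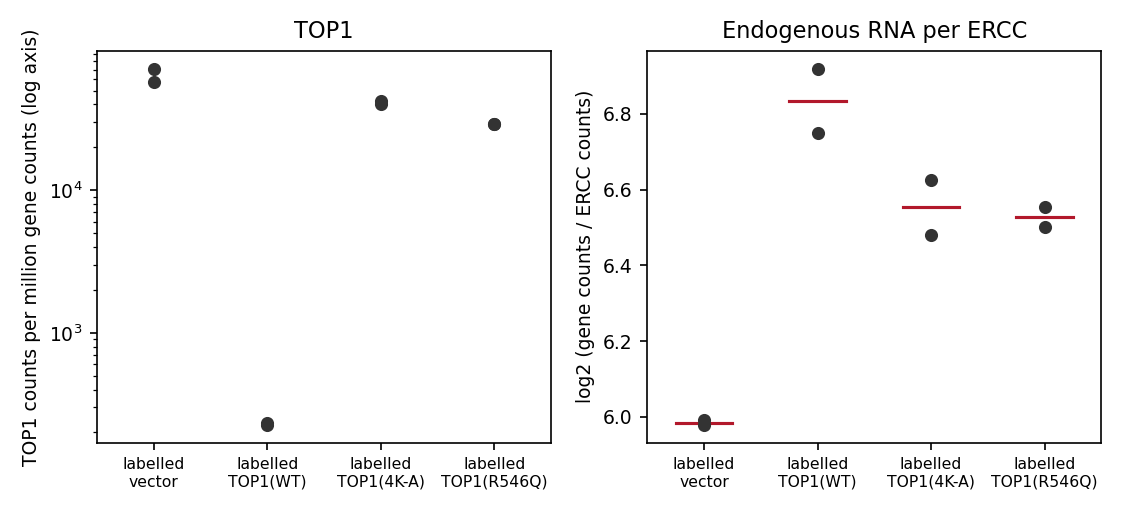
Left, TOP1 CPM (log axis) and right, log2 of gene counts per ERCC count, for the 293T libraries by group as labelled. Each point is 1 of 2 libraries and the red line is the group's mean. The 2 libraries labelled TOP1(WT) lie at 226 and 232 TOP1 CPM, under every other library, and at the highest gene counts per ERCC count, 108 and 121.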

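In the libraries labelled TOP1(WT), 44 genes were lower than in those labelled vector. Apart from TOP1, at a log2 fold change of −7.26 (standard error 0.125, edgeR adjusted p = 1.1e-63), they included SNAI1, a transcription factor of the epithelial-mesenchymal transition, VGF, a neuropeptide precursor, and CRISPLD2, a secreted protein. SNAI1 had 6.15 ± 0.0361 spike-in-scaled CPM against 40.3 ± 10.9 with vector (SD, n = 2 libraries each), a log2 fold change of −2.71 (standard error 0.153, edgeR adjusted p = 2.0e-26). VGF changed by −2.42 (standard error 0.193, edgeR adjusted p = 2.9e-19) on the log2 scale, from 15.7 ± 2.12 to 2.93 ± 0.450 CPM, and CRISPLD2 by −1.27 (standard error 0.151, adjusted p = 3.0e-12). SMN1 also fell while SMN2 rose, but these near-identical paralogs share reads and are uncertain. Genes lower with TOP1(4K-A) than with vector numbered 4, BLOC1S5-TXNDC5, C1orf189, CCDC180 and SPATA12, which were named after their values were seen and each lay under 1 CPM. With TOP1(R546Q), 15 genes were lower, including AGT, the precursor of angiotensin, and TMEM119. The calls of AGT and TMEM119 end with TMM, and 0 genes were lower with TOP1(R546Q) with at least 10 counts in every library. The same filter left 11 genes lower with TOP1(WT) and 0 with TOP1(4K-A). TOP1 itself differed from vector by −0.02 (standard error 0.0949, edgeR adjusted p = 0.83) with TOP1(4K-A) and by −0.54 (standard error 0.0951, adjusted p = 6.1e-07) with TOP1(R546Q) on the log2 scale. With DESeq2 and the same spike-in, 27 genes were lower with TOP1(WT), 1 with TOP1(R546Q) and 0 with TOP1(4K-A), where edgeR found 14057 genes at an unadjusted p under 0.05 in either direction. With TMM in place of the spike-in, genes lower with TOP1(WT) numbered 149 and genes higher 108.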

Interestingly, when comparing TOP1(WT)-overexpressing cells to vector control, we observed a large number of downregulated differentially expressed genes (DEGs) in the TOP1(WT)-overexpressing cells (*n* = 7279), which was an order of magnitude larger than in TOP1(4K-A)- and TOP1(R546Q)-overexpressing cells (*n* = 296 and *n* = 132, respectively) (Fig. 1e). In contrast, the numbers of upregulated DEGs were similar in all three comparisons (*n* = 16, *n* = 31, and *n* = 11 for TOP1(WT), TOP1(4K-A) and TOP1(R546Q), respectively). 

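Genes of the hypoxia response and of cholesterol synthesis were among those higher than in the vector-labelled libraries in all 3 groups. In the libraries labelled TOP1(WT), 12 of 17 hypoxia and glycolysis genes and 15 of 18 cholesterol synthesis genes were higher, with the same counts when adjusted over the list alone. BNIP3, a mitophagy receptor induced by hypoxia, had 202 ± 11.1 spike-in-scaled CPM against 50.9 ± 3.75 (SD, n = 2 libraries each), a log2 fold change of 1.99 (standard error 0.109, edgeR adjusted p = 5.5e-27). INSIG1, which restrains sterol synthesis, rose by 1.63 (standard error 0.106, edgeR adjusted p = 3.2e-23) on the log2 scale and HMGCS1, an early enzyme of the pathway, by 1.55 (standard error 0.106, adjusted p = 4.4e-22). The largest rises by the rule for named genes included MYO15B at 2.71 (standard error 0.185, edgeR adjusted p = 3.1e-22) and PPFIA4 at 2.62 (standard error 0.147, adjusted p = 2.0e-26). With TOP1(4K-A), 4 of 17 hypoxia and glycolysis genes and 3 of 18 cholesterol synthesis genes were higher (4 and 3 adjusted over the list alone). HSPA6, an inducible heat shock protein, had 39.8 ± 5.27 CPM with TOP1(4K-A) and 0.554 ± 0.117 with vector, a log2 fold change of 6.16 (standard error 0.213, edgeR adjusted p = 1.3e-40). With TOP1(R546Q), the numbers were 5 of 17 and 4 of 18 (5 and 4 adjusted over the list alone), and PFKFB4, an enzyme that controls glycolysis, rose by 1.56 (standard error 0.124, edgeR adjusted p = 5.2e-17).

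These directions follow labels that the TOP1 levels go against. Over all genes, 9477 were higher with TOP1(WT), 1115 with TOP1(4K-A) and 1074 with TOP1(R546Q), and the medians of all genes were 1.08, 0.69 and 0.69 above vector on the log2 scale. Against this shift, the hypoxia list's median lay 0.16 above that of all genes with TOP1(WT) and the cholesterol list's 0.21 above. A camera test with a preset correlation of 0.01 gave adjusted p-values of 0.016 and 0.017 for the hypoxia and cholesterol lists with TOP1(WT), 0.0011 and 0.0042 with TOP1(4K-A), and 9.9e-04 for both with TOP1(R546Q). These calls do not hold with an estimated correlation (adjusted p = 0.88 with an estimated correlation for TOP1(WT), adjusted p = 0.86 for TOP1(4K-A) and adjusted p = 0.76 for TOP1(R546Q)), and the members' own calls in both lists end with TMM in all 3 groups. TMM leaves 2 genes higher with TOP1(4K-A), HSPA6 and SMN2, and 1 higher (SMN2) and 4 lower with TOP1(R546Q), ANKRD20A3, SNAI1, TOP1 and VGF, named after their values were seen. Without TOP1(4K-A) replicate 1, 1835 genes were higher and 14 lower than in vector, and without TOP1(4K-A) replicate 2, 597 were higher and 14 lower.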

Considering that all three TOP1 variant-overexpressing cells exhibited similar levels of the exogenous protein (Supplementary Fig. 2a), it appears unlikely that the widespread downregulation of mRNA in TOP1(WT)-cells is a general response to protein overexpression. This observation was supported by additional experimental findings, including immunofluorescence imaging and Western blot analyses, which showed no elevation in the DNA damage response marker γH2A.X (Supplementary Fig. 2b, c), as well as cell cycle analyses that demonstrated similar profiles between TOP1(WT) cells and vector cells (Supplementary Fig. 2d). Furthermore, gene set enrichment analyses (GSEA) performed on RNA-seq comparing TOP1(WT) cells with vector cells did not reveal any upregulation of DNA Damage Repair (DDR) and Unfolded Protein Response (UPR) pathways (Supplementary Data 1). 

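MDM2 and BTG2, targets of p53, and DNAJB9 and XBP1, genes of the unfolded protein response, were higher in the libraries labelled TOP1(WT) than in those labelled vector. MDM2 had 285 ± 14.8 spike-in-scaled CPM against 122 ± 9.40 (SD, n = 2 libraries each), a log2 fold change of 1.23 (standard error 0.105, edgeR adjusted p = 7.0e-18). BTG2 rose by 1.44 (standard error 0.125, edgeR adjusted p = 1.3e-17) on the log2 scale, DNAJB9 by 1.55 (standard error 0.136, adjusted p = 1.8e-17) and XBP1 by 1.15 (standard error 0.109, adjusted p = 4.1e-16). Of 23 p53 and DNA damage response targets, 16 were higher and 7 did not pass the test (16 higher when adjusted over the list alone). Their median lay 0.07 above that of all genes on the log2 scale, and camera gave an adjusted p of 0.24 for the list. Of 20 genes of the unfolded protein response, 5 were higher and 15 did not pass (5 higher when adjusted over the list alone), and the list's median lay below that of all genes, by −0.24 on the log2 scale (adjusted p = 0.44 from camera). These directions follow the labels as given and the spike-in, since 1 unfolded protein response gene was lower with TMM and the p53 list's calls end with it. With TOP1(4K-A), 4 p53 targets and 1 gene of the unfolded protein response, DNAJB9 at 1.02 (standard error 0.136, edgeR adjusted p = 1.2e-09), were higher than with vector, and with TOP1(R546Q) 1 p53 target, TP53INP1. From similar protein levels, no rise of the DNA damage marker γH2A.X, a similar cell cycle and the absence of these pathways among the enriched gene sets, the paper reasons that the lower mRNA levels it reports in TOP1(WT) cells are unlikely to be a general response to protein overexpression.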

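The amount of RNA relative to the spike-in was lowest in the libraries labelled vector, with 63.1 and 63.6 gene counts per ERCC count. It was 108 and 121 in the libraries labelled TOP1(WT), 89.3 and 98.8 with TOP1(4K-A), and 94.0 and 90.7 with TOP1(R546Q). On the log2 scale the libraries labelled TOP1(WT) lay 0.849 above vector (1.80-fold), with SDs of 0.121 and 0.0091 (n = 2 libraries each), and TOP1(4K-A) and TOP1(R546Q) lay 0.569 (1.48-fold, SD 0.103) and 0.544 (1.46-fold, SD 0.037) above it. Both mutants lay below the libraries labelled TOP1(WT), TOP1(4K-A) by −0.281 and TOP1(R546Q) by −0.306. No library of 1 group overlapped with another in these 5 comparisons, but the exact permutation test gives p = 0.33 (two-sided) for each, the smallest that 2 libraries against 2 allow. CHD1, a chromatin remodeller tied to high transcription, went from 104 ± 5.34 to 252 ± 18.4 spike-in-scaled CPM between the libraries labelled vector and TOP1(WT), a log2 fold change of 1.27 (standard error 0.106, edgeR adjusted p = 2.0e-18). MYC, a transcription factor that can raise transcription widely, differed by 0.97 (standard error 0.107, edgeR adjusted p = 1.6e-13), which is under 2-fold and passes without vector replicate 2 or TOP1(WT) replicate 1, while the call of CHD1 ends with TMM. Among all 16482 genes, 97.9% had a log2 fold change above 0. TOP1 RNA runs the other way in the same libraries, as labelled. If the labels vector and TOP1(WT) are exchanged, RNA per spike-in is lowest with TOP1(WT), the direction of the paper's EU labelling and total RNA.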

We therefore conclude that the widespread downregulation of mRNA levels in TOP1(WT)-overexpression cells is TOP1 dependent. This effect, however, is mitigated when DNA-interacting residues on the secondary DNA binding site are mutated.

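TOP1(4K-A) and TOP1(R546Q) libraries differed in few genes, among them the heat shock genes HSPA6 and CRYAB. HSPA6 had 39.8 ± 5.27 spike-in-scaled CPM with TOP1(4K-A) and 0.307 ± 0.0114 with TOP1(R546Q) (SD, n = 2 libraries each), a log2 difference of 6.99 (standard error 0.251, edgeR adjusted p = 3.7e-39). DNAH17, a dynein heavy chain, was also higher with TOP1(4K-A), by 1.05 (standard error 0.149, edgeR adjusted p = 1.25e-06), and EIF4E3, a cap-binding protein, was lower, by −1.003 (standard error 0.135, adjusted p = 5.2e-07). TOP1 itself lay 0.52 higher on the log2 scale with TOP1(4K-A). In all, 11 genes were higher with TOP1(4K-A) and 6 with TOP1(R546Q), several of them readthrough or near-identical copies such as FAM72C, and 829 of 16482 had an unadjusted p under 0.05. The call of DNAH17 ends without replicate 2 of either group, and that of EIF4E3 without TOP1(4K-A) replicate 2, without TOP1(R546Q) replicate 1 and with TMM. TMM left 3 genes, all higher with TOP1(4K-A) and HSPA6 and DNAH17 among them, and DESeq2 called 3. The 2 groups had nearly the same RNA per spike-in, 0.025 apart on the log2 scale (p = 1, exact permutation test, two-sided).

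Both mutants were also set against the libraries labelled TOP1(WT), a comparison that runs against the TOP1 levels. DDIT3, a transcription factor of the stress response, rose from 9.24 ± 1.01 to 26.5 ± 2.54 CPM with TOP1(4K-A), a log2 difference of 1.52 (standard error 0.144, edgeR adjusted p = 1.2e-13), and by 1.02 (standard error 0.148, adjusted p = 1.2e-07) with TOP1(R546Q), a call that ends without TOP1(WT) replicate 1 or TOP1(R546Q) replicate 1. SNAI1 was higher with both, by 2.49 (standard error 0.155, edgeR adjusted p = 3.8e-23) and 2.20 (standard error 0.157, adjusted p = 2.1e-19). With TOP1(4K-A), 78 genes were higher and 531 lower, and with TOP1(R546Q) 39 and 453. These directions turn with TMM, which gives 103 higher and 25 lower with TOP1(4K-A) and 41 and 9 with TOP1(R546Q), since the median of all genes lay 0.39 and 0.38 below TOP1(WT) with the spike-in. Single libraries move these counts. In all, 160 genes passed for TOP1(4K-A) without TOP1(WT) replicate 2, 241 without TOP1(4K-A) replicate 1 and 1046 without TOP1(4K-A) replicate 2, while 78 passed for TOP1(R546Q) without TOP1(WT) replicate 2 and 320 without TOP1(R546Q) replicate 1. DESeq2 called 296 and 199. Between the 2 mutants, 27 genes passed without TOP1(4K-A) replicate 1, and 23 without its replicate 2, of which 12 were lower.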

Notably, when comparing the RNA-seq profiles of TOP1(4K-A)- and TOP1(R546Q)-overexpressing cells, we observed a striking similarity (Fig. 1f), indicating that the loss of a single critical residue on this surface is sufficient to disrupt its function. As a result, we decided to focus the remainder of our studies on investigating the effects of the single R546Q mutation.

We note that RNA-seq measures RNA levels at steady states, which is the combined outcome of RNA synthesis and turnover. Given TOP1’s extensive involvement in the transcription process, we wanted to assess if the downregulation of RNA following TOP1(WT)-overexpression could be due, at least in part, to decreased transcription. To test this, we performed EU labelling of nascent transcription in TOP1(WT)- or TOP1(R546Q)-overexpressing cells and vector control cells. Indeed, EU signal is lower for TOP1(WT)-overexpressing cells relative to vector control, and to TOP1(R546Q)-overexpressing cells (Fig. 1g, h). This indicates that transcriptional decrease can indeed contribute to the RNA downregulation observed in RNA-seq for TOP1(WT)-overexpressing cells, and this transcriptional decrease is mitigated by mutations on the secondary DNA binding surface.

Finally, the transcriptional decrease in TOP(WT)-overexpressing cells is accompanied by reduction in total RNA content (Supplementary Fig. 3a). Overexpression of the catalytically dead TOP1, TOP1(Y723F), also leads to reduction in total RNA content (Supplementary Fig. 3b), indicating that the catalytic activity of TOP1 is not required for the transcriptional repression observed. Therefore, our results indicate that the secondary DNA binding surface of TOP1, including the R546 residue, is important for TOP1-mediated downregulation of RNA in cells.

### Endogenous mutation of secondary DNA binding site leads to hypertranscription in mESCs

To examine the role of the secondary DNA binding site of TOP1 in a physiological setting, we generated homozygous knock-in mutation of R548Q (which is homologous to R546Q of human TOP1) in mESCs. We isolated two independent mutant clones, Mut.1 and Mut.2, and noted that they are similar to wild-type (WT) cells in terms of colony morphology and TOP1 protein levels (Fig. 2a–c).

**Fig. 2:**
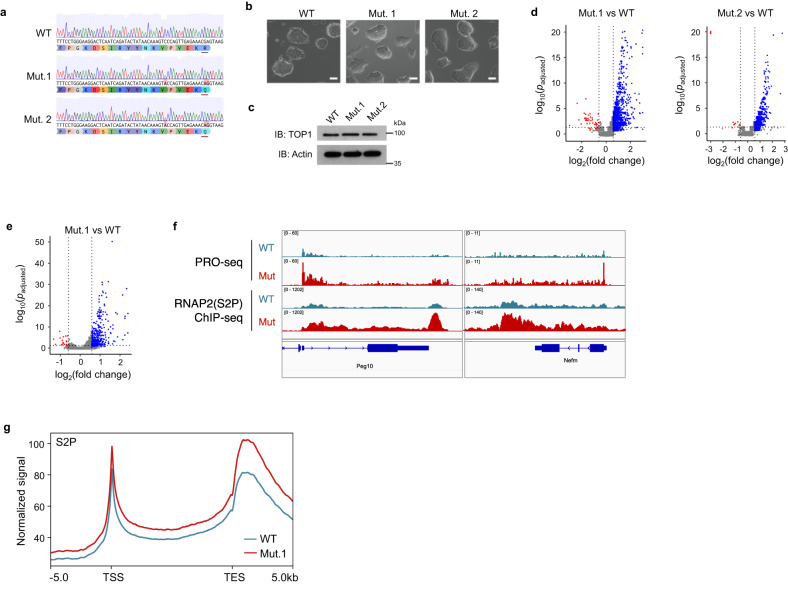
Endogenous mutation of secondary DNA binding site leads to hypertranscription in mESCs. **a** Sanger sequencing traces of a portion of exon15 of *Top1* in mutant and wildtype mESCs*;* R548Q substitutions are underlined in red. **b** Bright field images of mESC colonies. Scale bars: 20 µm. **c** Western blot of lysates obtained from equal number of cells. Actin was used as loading control. **d**, **e** Volcano plots of RNA-seq (**d**) and PRO-seq (**e**) analyses. Red and blue indicated down- and up-regulated DEGs, as determined using DESeq2 (see details in ‘Methods’). **f** Genome browser screenshot of PRO-seq and elongating RNAP2 (‘S2P’) ChIP-seq signals over representative genes. Only PRO-seq signals in the transcribing directions are shown. **g** Metaplot of ChIP-seq signals of elongating RNAP2(S2P) over all genes.

If mutation of the secondary DNA binding site indeed leads to a loss of transcriptional repression, we would expect to see RNA upregulation in the mutant mESCs. Thus, we performed RNA-seq with cell number normalization experiments, comparing Mut.1 and Mut.2, respectively, with WT cells. 

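The mESCs are mouse embryonic stem cells, and the mutant lines Mut.1 and Mut.2 carry R548Q in both copies of Top1. Each line was compared with its own WT libraries, with 3 libraries per group. The retinoic acid target genes Cyp26a1, Rarb and Dhrs3 were read first as a check of the labels, because the series also holds Mut.1 and WT libraries labelled as treated with 2 µM retinoic acid for 6 h. In the 6 libraries of the Mut.1 experiment labelled untreated, Cyp26a1, which degrades retinoic acid, stood at 25.8 to 61.5 counts in 1000000 gene counts (CPM, not scaled by the spike-in), against 0 to 0.174 in the 6 labelled treated and 0 to 0.232 in those of the Mut.2 experiment. Rarb, a retinoic acid receptor, stood at 5.93 to 9.19 CPM in the libraries labelled untreated, 0.172 to 0.696 in those labelled treated and 0.0934 to 0.336 in the Mut.2 experiment, and Dhrs3 was ordered alike. These levels go against the labels of the Mut.1 experiment, as do the names the submitters gave to the deposited files of its 12 libraries. Values printed for it are those of the libraries labelled untreated. Mut.1 and WT carry the same treatment label, and their comparison does not depend on it for its direction.

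Equal cell numbers received ERCC spike-in RNA as for the 293T cells, and the authors' files were made in the same way on mm10. Gene counts per library were 19683928 to 25038332 (median 20896207) for WT and 21640469 to 25609760 (median 22957928) for Mut.1, and 14223524 to 21412884 (median 20807072) for WT and 21574403 to 22803862 (median 21794074) for Mut.2. The spike-in and the test were applied as before within each experiment, to 13516 genes for Mut.1 and 13236 for Mut.2 with at least 10 counts in at least 3 libraries. The paper's threshold is a change of over 1.5-fold and an adjusted p of at most 0.05. Replicate 2 of the WT libraries of the Mut.2 experiment stands apart, with 40.3% of its counts from Rn45s, the ribosomal RNA precursor, against 15.3% to 16.7% in the other 5. Gene counts per ERCC count were 71.6 to 78.8 for WT and 76.0 to 101 for Mut.1, a log2 difference of 0.200 (SD 0.207 for Mut.1 and 0.0687 for WT, n = 3 each, exact permutation p = 0.2, two-sided). They were 43.8 to 108 for WT and 60.9 to 95.6 for Mut.2, a difference of 0.169 (SD 0.326 for Mut.2 and 0.653 for WT, n = 3 each, exact permutation p = 0.8). The difference was −0.143 without WT replicate 3 and 0.509 without WT replicate 2. These ratios count Rn45s as a gene, and the 108 is that of WT replicate 2, with its 40.3% of Rn45s. A ratio without Rn45s was not computed, so these values do not tell how the other RNA changed in Mut.2. The smallest p that 3 libraries against 3 allow is 0.1.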

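In the Mut.1 libraries labelled untreated, most listed genes of the unfolded protein response were higher than in WT. Some interferon-stimulated, imprinted and neural genes were also higher, and most listed genes of the 2-cell-like state were lower. Of 20 unfolded protein response genes, 15 were higher, and as many when adjusted over the list alone. Dnajc3, a co-chaperone of the endoplasmic reticulum, had 62.7 ± 15.3 spike-in-scaled CPM against 26.5 ± 2.18 in WT (SD, n = 3 libraries each), a log2 fold change of 1.24 (standard error 0.183, edgeR adjusted p = 2.9e-09). Of 9 interferon-stimulated genes, 5 were higher (6 higher and 1 lower when adjusted over the list alone), among them Ifi27 at 3.54 (standard error 0.329, edgeR adjusted p = 1.2e-23) and Oas1a, a sensor of double-stranded RNA, at 1.26 (standard error 0.184). Nefm, Nefl, Sox21 and Sox1 were the 4 higher of 8 neuroectoderm genes (4 adjusted over the list alone), and Sox21 rose by 1.32 (standard error 0.238, edgeR adjusted p = 2.6e-06), while the call of Sox1 ends without WT replicate 2. Of 25 imprinted genes, 11 were higher and 2 lower (11 and 3 when adjusted over the list alone), with Sfmbt2, a Polycomb group gene, at 1.21 (standard error 0.184, edgeR adjusted p = 8.3e-09) and Peg3 at 0.98 (standard error 0.182). Xlr3c, an X-linked gene with near-identical copies, rose by 3.06 (standard error 0.199, edgeR adjusted p = 1.8e-49), which is uncertain between the copies. Zscan4f, a marker of 2-cell-like cells, fell from 8.63 ± 2.83 to 2.55 ± 0.426 CPM, a change of −1.76 (standard error 0.229, edgeR adjusted p = 7.6e-12), and 5 of 8 genes of that state were lower (7 adjusted over the list alone), although members of the Zscan4 cluster share reads.

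In all, 757 genes were higher and 86 lower in Mut.1, and 85.5% of the tested genes lay above 0, with a median of 0.20 on the log2 scale. The Mut.1 and WT libraries labelled as treated, in which the retinoic acid target genes were low, gave 1925 higher and 70 lower, with a median of 0.37. Rpl19 and Rpl23, ribosomal protein genes that rose by 1.11 and 1.17, lie in a segment of chromosome 11 that was higher as a whole in the mutant lines. Camera gave adjusted p = 1.0e-08 for the unfolded protein response list but adjusted p = 0.89 with an estimated correlation, and for the 2-cell-like list adjusted p = 1.3e-41 and adjusted p = 0.045 with an estimated correlation. With TMM the genes numbered 383 higher and 181 lower, with 10 unfolded protein response genes higher, 3 interferon-stimulated genes higher and 1 lower, 7 imprinted genes higher and 1 formative pluripotency gene higher of 10, against 4 with the spike-in. With the replicate number as a block, 467 genes were higher and 60 lower, with 3 interferon-stimulated genes, 7 imprinted genes and 1 formative pluripotency gene higher, and the 2-cell-like list had adjusted p = 0.11 with an estimated correlation. In all, 462 genes passed without WT replicate 1, 402 without WT replicate 2, 508 without Mut.1 replicate 1 and 1423 without Mut.1 replicate 3.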

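In Mut.2 cells some imprinted genes changed strongly. Meg3, Rian and Mirg, non-coding RNAs of the imprinted Dlk1-Dio3 region, were nearly lost. Mut.2 is 1 clone, so whether this loss belongs to the mutation or to the clone cannot be told. Meg3 had 2.37 ± 0.742 spike-in-scaled CPM against 84.7 ± 13.7 in WT (SD, n = 3 libraries each), a log2 fold change of −5.16 (standard error 0.428, edgeR adjusted p = 1.5e-29), and Rian had 4.53 ± 0.975 against 166 ± 33.6. Of 24 imprinted genes, 4 were higher and 3 lower (5 and 3 when adjusted over the list alone, 5 lower with TMM), and Grb10, a growth-restraining adaptor, rose by 1.63 (standard error 0.363, edgeR adjusted p = 0.00235). Gata6 and Dab2, genes of the primitive endoderm, were the 2 higher of 11 (3 adjusted over the list alone), Dab2 by 1.957 (standard error 0.359, edgeR adjusted p = 6.5e-05) and Gata6 by 1.81 (standard error 0.468). Of 6 genes of the 2-cell-like state, Zscan4a and Zscan4f were lower, Zscan4f by −1.65 (standard error 0.403, edgeR adjusted p = 0.00715). When adjusted over the list alone 5 were lower, DESeq2 called 1, and the list had adjusted p = 5.0e-26 from camera but adjusted p = 0.12 with an estimated correlation. Dnajc3, higher in Mut.1, differed by 0.67 (standard error 0.350, edgeR adjusted p = 0.51), and a direct test of the difference between the lines did not call it. The Mut.1 libraries in that test had high retinoic acid target genes and the Mut.2 libraries low ones, so it does not test the line alone.

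In all, 177 genes were higher and 46 lower in Mut.2, with a median of all genes of 0.35. Rpl19 at 1.32 and Rpl23 at 1.29 again lie in the chromosome 11 segment. TMM gave 66 higher and 25 lower, DESeq2 133 and 6. Calls of single genes end as well. That of Gata6 ends with TMM, with DESeq2 and without replicates 1 or 3 of WT or 1 or 2 of Mut.2, that of Grb10 without Mut.2 replicate 1, those of Zscan4a and Zscan4f without WT replicate 1 or Mut.2 replicates 1 or 3 (and that of Zscan4a with TMM, DESeq2 and without Mut.2 replicate 2), and those of Rpl19 and Rpl23 without any 1 WT library or Mut.2 replicates 1 or 2. The numbers of higher and lower genes depend on single libraries, with 78 and 52 without WT replicate 1, 101 and 107 without WT replicate 3, 20 and 9 without Mut.2 replicate 1, and 37 and 38 without Mut.2 replicate 2. Without WT replicate 2, which has the high share of Rn45s, 169 were higher and 11 lower.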

The results showed that in both mutant cell lines, there is obvious bias for gene upregulation (Fig. 2d).

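PRO-seq maps the 3′ ends of RNA that engaged polymerases extend by labelled nucleotides in a run-on reaction, so that it counts transcription in progress rather than RNA that has accumulated. Libraries of Mut.1 and WT mESCs were analysed, with 2 of each. According to the paper, each run-on used 1000000 cells with 50000 Drosophila cells as a spike-in. The authors removed adaptors with cutadapt, used molecular identifiers with UMI-tools, aligned reads with bowtie2 to mm10 together with the Drosophila genome, and counted each read once at its 3′ end from the start to the end of active transcripts. The deposited files hold whole counts for 24107 transcripts, and the Drosophila counts were not used here. Symbols were assigned to 20721 transcripts from the GENCODE annotation and to 3241 from RefSeq, leaving 145 without a symbol. Counts per library were 24614308 and 21809684 for WT and 19253825 and 24280469 for Mut.1. Scaling was by TMM, which centres the genes, so that a shift of all genes together cannot be seen in these values. The 21232 transcripts with at least 10 counts in at least 2 libraries were tested, with the fold and p thresholds of the mESC RNA-seq.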

To ascertain if this change in RNA is attributed to changes in RNA synthesis, as was the case with 293T overexpression cells, we performed precision nuclear run-on sequencing (PRO-seq) experiments in mutant and WT cells to measure nascent RNA levels. 

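Single genes of the Xlr family and a few imprinted genes had more nascent RNA in Mut.1 than in WT. Xlr5b rose by 2.27 (standard error 0.179, edgeR adjusted p = 8.0e-04) on the log2 scale and Xlr3c by 2.14 (standard error 0.165, adjusted p = 8.0e-04), although members of this family are near-identical. Of 22 imprinted genes, 3 were higher and 1 lower (4 and 2 when adjusted over the list alone). Snrpn, which encodes a splicing protein, rose by 0.83 (standard error 0.0946, edgeR adjusted p = 0.0039), Sgce by 0.67 (standard error 0.0629, adjusted p = 0.0015), and Slc22a18, a transporter, was the lower one at −1.46 (standard error 0.188, adjusted p = 0.0076). Dab2, an endocytic adaptor of the primitive endoderm, rose by 1.00 (standard error 0.117, edgeR adjusted p = 0.0044) and Otx2, a transcription factor of formative pluripotency, by 0.64 (standard error 0.120, adjusted p = 0.041). Tunar, a non-coding RNA of pluripotent and neural cells, fell by 1.137 on the log2 scale and Kirrel2, an adhesion protein, by 1.12. In all, 196 transcripts were higher and 29 lower by edgeR (n = 2 libraries each). Of those higher, 46 lie in the segment of chromosome 11, among them Rpl19 and Rpl23, the 2 higher of 75 ribosomal protein genes, at 0.75 and 0.78. Without the segment, which was left out after the values were seen, 150 were higher and 29 lower. The imprinted list had adjusted p = 2.6e-05 from camera and adjusted p = 0.53 with an estimated correlation. With no scaling between libraries 23 transcripts were higher and 4 lower, and the calls of Snrpn, Sgce, Dab2, Otx2, Rpl19 and Rpl23 end, that of Otx2 also without WT replicates 1 or 2 or Mut.1 replicate 1. In all 118 passed without WT replicate 1 and 139 without WT replicate 2.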

We observed predominantly upregulated nascent transcripts in mutant compared to WT mESCs (Fig. 2e), consistent with increased transcription occurring in the mutant. The increased nascent transcription occurs over gene bodies, and we did not observe any apparent transcription readthrough at the transcription termination site, suggesting that there is increased transcription elongation but not defect in transcription termination (Fig. 2f). Additionally, chromatin immunoprecipitation followed by sequencing (ChIP-seq) for elongating RNA Polymerase II (RNAP2), which is phosphorylated on serine 2 of its C-terminus domain (S2P), revealed that elongating RNAP2 levels were also higher over genes in the TOP1 mutant cell lines, again supporting a general increased in transcription that is akin to hypertranscription (Fig. 2f, g and Supplementary Fig. 4). Therefore, loss of a DNA-interacting residue on the secondary surface of TOP1 leads to elevated transcription, indicating that the surface is otherwise required to limit transcription in mESCs.

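Peg10, an imprinted gene derived from a retrotransposon, and Nefm, a neurofilament subunit, are 2 genes with more nascent RNA over the gene in Mut.1. Peg10 lies on chromosome 6 of mm10 from 4747306 to 4760517 and had 159 ± 6.30 PRO-seq CPM against 56.4 ± 2.66 in WT (SD, n = 2 libraries each), a log2 fold change of 1.50 (standard error 0.0703, edgeR adjusted p = 2.4e-04). Nefm lies on chromosome 14 from 68082590 to 68124846 and had 10.4 ± 0.0390 CPM against 3.98 ± 0.887, a change of 1.397 (standard error 0.176, edgeR adjusted p = 0.00685). In RNA-seq, Peg10 rose by 0.80 (standard error 0.166, edgeR adjusted p = 9.7e-05) in Mut.1 and by 1.50 (standard error 0.384, adjusted p = 0.011) in Mut.2. Nefm RNA went from 8.42 ± 3.49 to 20.4 ± 4.86 CPM in Mut.1 (SD, n = 3 libraries each), a change of 1.28 (standard error 0.189, edgeR adjusted p = 2.6e-09), while in Mut.2 it differed by 1.11 (standard error 0.351, adjusted p = 0.074). In Mut.2 the call of Peg10 ends without WT replicate 1 or Mut.2 replicates 1 or 2, and Nefm passes without WT replicate 2 or Mut.2 replicate 3. Without scaling of the PRO-seq libraries the call of Nefm there ends. Peg10 had 61.3% of its length under TOP1 peaks in WT and 69.8% in Mut.1, and Nefm 3.37% and 2.49%. These counts cover each gene as a whole and do not separate its body from its start or the region past its end. From the signal over gene bodies and no apparent readthrough, the paper proposes that elongation was increased without a defect in termination.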

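Genes with more RNA in Mut.1 also tended to have more nascent RNA. Of 12269 genes tested in both assays, 655 were higher in RNA-seq and 114 of these were also higher in PRO-seq, against 7.10 that independent lists of these sizes would share. The 655 genes had a median PRO-seq change of 0.280 on the log2 scale, against −0.010 for all 12269, and 91.6% of them lay above 0, against 46.3% of all. Part of this comes from the chromosome 11 segment. Without its genes 82 were higher in both, against 4.99 by chance. With the RNA-seq libraries labelled as treated, 133 of 1709 higher genes were also higher in PRO-seq, against 19.4 by chance, with a median PRO-seq change of 0.152. Xlr3c, Peg10, Nefm and Dab2 were higher in both assays, as was Snrpn, whose RNA-seq call ends without Mut.1 replicate 2 and with DESeq2, while Dnajc3, at 1.24 in RNA-seq, had a PRO-seq change of 0.30 (standard error 0.0915, edgeR adjusted p = 0.23). The libraries of the 2 assays are separate samples, so no library is shared by the 2 comparisons. From the higher levels of RNA, of nascent RNA and of elongating RNAP2, which was not analysed here, the paper concludes that the secondary surface of TOP1 limits transcription in mESCs.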

### Mutation of secondary DNA binding site reduces TOP1 binding on chromatin

To determine how R548Q mutation in TOP1 could lead to transcriptional upregulation in mESCs, we compared TOP1 chromatin binding in mutant and WT mESCs by ChIP-seq. 

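For TOP1 ChIP-seq, chromatin was crosslinked first with disuccinimidyl glutarate and then with formaldehyde, which holds protein complexes as well as direct contacts to DNA. The authors aligned reads to mm10 with Bowtie2 2.2.9, removed duplicates with SAMtools 1.4, merged the replicates, and called broad peaks with MACS2. Their deposited peak lists were used, 1 for Mut.1 and 1 for its matched WT, each from 3 merged replicates, and 1 for Mut.2 and 1 for its matched WT, each from 1 sample. A list has no replicates of its own, so differences between lists carry no error between samples. The scores in the lists are the authors' and were used only to rank peaks within a list. The paper compared signal normalized to intergenic reads, which was not used here, whereas the peak lists show where signal passed the caller's threshold, and this depends on depth and background, which the lists do not give. Peaks were compared by their number, width and covered length, by overlaps of at least 1 base with bedtools, and by the length of each gene that they cover.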

We found binding levels of endogenous TOP1(R548Q) to be ubiquitously lower than wild-type TOP1 (Fig. 3a and Supplementary Fig. 5a), consistent with what we observed in our MD simulations, which predicted DNA binding to be negatively impacted by R546Q (Supplementary Fig. 1c, d).

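Less of the genome lay under TOP1 peaks in both mutants than in WT. Peaks of Mut.1 covered 31838673 bases, against 42932190 in its matched WT, which is 25.8% less, although their numbers were close, 18437 and 18367. Mut.2 had 34355 peaks over 43338848 bases and its matched WT 37283 peaks over 55989962, so that Mut.2 had 22.6% less covered length. The peaks were narrower, with a median width of 974 bases in Mut.1 against 1140 in WT and of 736 in Mut.2 against 778. Of the Mut.1 peaks, 60.6% overlapped a peak of the matched WT (95% Wilson interval 59.8% to 61.3%, for counting error only), and of the Mut.2 peaks 57.4%. Gene by gene the direction was mixed. Among 9762 genes under a peak in Mut.1 or its WT, 5362 (54.9%) had less of their length covered in the mutant and 4048 (41.5%) more, and among 13033 genes for Mut.2, 7289 (55.9%) had less and 5361 (41.1%) more.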

**Fig. 3:**
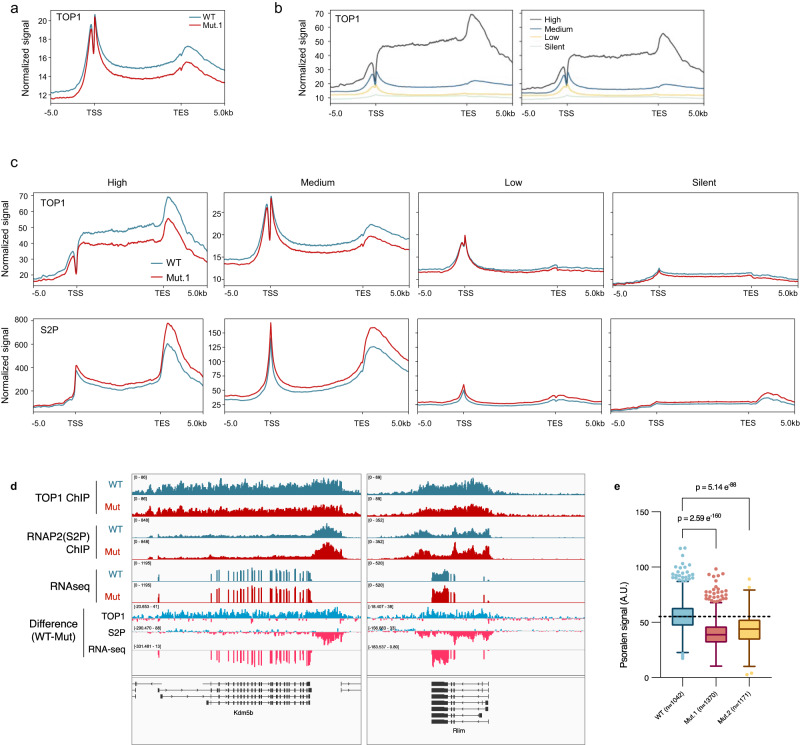
Mutation of secondary DNA binding site reduces TOP1 binding on chromatin and negative supercoiling in genome. **a**, **b** Metaplot of TOP1 ChIP-seq signals over all genes (**a**), or genes classified according to gene expression levels (**b**). **c** Metaplots of TOP1 and elongating RNAP2 (‘S2P’) ChIP-seq signal of over genes classified according to expression levels. Note the difference in y-axis for ‘High’ genes compared to the other categories. **d** Genome browser screenshots of ChIP- and RNA-seq data showing representative genes which are bound and affected by TOP1(R54Q) mutation. The ‘Difference’ tracks were obtained by subtracting mutant signal from corresponding WT signal. The turquoise and pink colours denote positive and negative values, respectively, from the subtraction. **e** Boxplots of psoralen signal in single cells. Centre lines represent median, box limits represent upper and lower quartiles, whiskers represent 1.5× interquartile range, points represent outliers. *n* = 1042 (WT), *n* = 1370 (Mut.1), *n* = 1171 (Mut.2) single-cell quantifications. Mann–Whitney test was performed; *p* values (two-tailed) are indicated above the comparisons. Source data are provided as a Source data file.

Notably, notwithstanding the lower binding of mutant TOP1 relative to wild-type TOP1, the binding levels of both proteins still positively correlate with gene expression in cells (Fig. 3b and Supplementary Fig. 5b), as was previously reported by others^20^. This suggests that the role of TOP1 in facilitating transcription is preserved in mutant TOP1 protein. However, in comparing genes of the same expression class between mutant and WT cells, mutant TOP1 binding is lower despite higher transcription, as indicated by their higher chromatin levels of elongating RNAP2 (Fig. 3c and Supplementary Fig. 5c). 

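High genes most often lay under a TOP1 peak, and Silent genes least often, in the mutants as in WT, while by length Low genes were covered least. The percentiles of the classes follow the paper, which does not name its 3 WT mESC libraries. Here the mean FPKM of the 3 WT libraries of the Mut.1 experiment labelled untreated was used, although their retinoic acid target genes go against that label, with Low under the 5th percentile of the expressed genes (0.0133 FPKM), High over the 95th (89.4 FPKM) and Silent at 0. A peak lay on 81.6% of 854 High genes in the WT matched to Mut.1 and on 80.9% in Mut.1, on 42.3% and 44.6% of 15305 Medium genes, on 9.64% and 13.0% of 716 Low genes, and on 6.26% and 6.65% of 6501 Silent genes. For Mut.2 and its matched WT, High genes with a peak were 89.7% and 91.7%, Medium genes 63.3% and 60.8%, Low genes 23.0% and 20.8% and Silent genes 9.14% and 8.78%. By length, peaks of the WT lists covered 43.0% and 43.3% of the High genes and 3.15% and 4.09% of the Medium genes. From the relation between binding and expression in both proteins, the paper proposes that the role of TOP1 in facilitating transcription is preserved in the mutant protein.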

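High genes had 32.6% of their length under TOP1 peaks in Mut.1, against 43.0% in its matched WT, and 34.4% in Mut.2, against 43.3%. Medium genes had 2.25% in Mut.1 against 3.15%, and 3.11% in Mut.2 against 4.09%. For Silent genes the values were 0.196% against 0.217% in Mut.1 and 0.269% against 0.293% in Mut.2, and for Low genes 0.128% against 0.141% in Mut.1 and 0.220% in both Mut.2 and its WT. RNA of the same classes was higher on the spike-in scale, with median log2 fold changes of 0.136 in Mut.1 and 0.267 in Mut.2 for High genes and 0.204 and 0.354 for Medium genes. These medians follow the shift of all genes that TMM removes. Nascent RNA of Mut.1, which is scaled by TMM, had medians of −0.0707 for High and −0.0042 for Medium genes. RNAP2(S2P) signal was not analysed here.

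**Figure D2:**
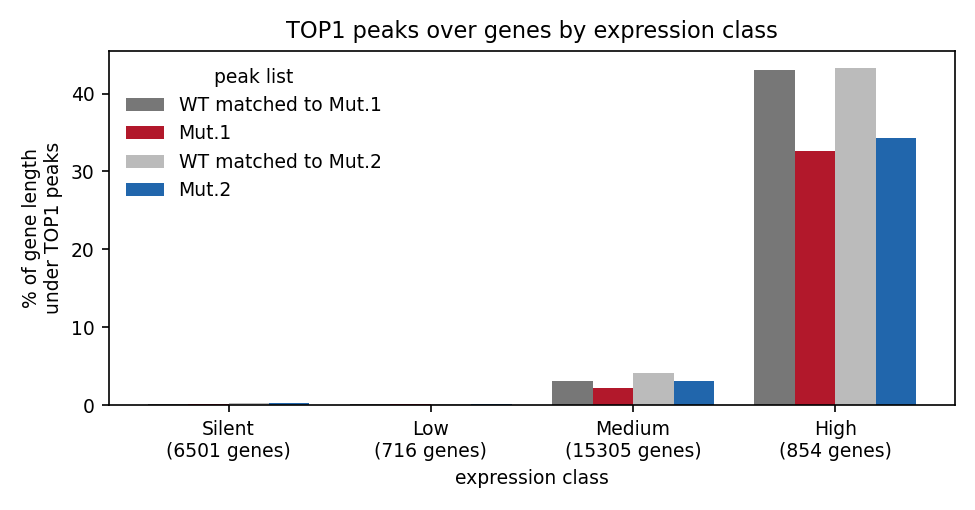
Percent of gene length under TOP1 peaks (bars, from 0) for Silent, Low, Medium and High genes in the 4 peak lists, Mut.1, Mut.2 and the WT matched to each. A list has no replicates, so bars carry no error. Bars of High genes reach 43.0% and 43.3% in WT and 32.6% and 34.4% in the mutants.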

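Kdm5b, a histone H3K4 demethylase, and Rlim, an X-linked ubiquitin ligase, both lay under TOP1 peaks. Kdm5b, on chromosome 1 of mm10 from 134560171 to 134635285, had 93.8% of its length covered in the WT matched to Mut.1 and 53.8% in Mut.1, and 73.1% in the WT matched to Mut.2 and 46.8% in Mut.2. Rlim, on chromosome X from 103957163 to 103981284, had 99.2% covered in WT and 98.0% in Mut.1, and 91.1% and 54.8% for Mut.2. Kdm5b had 619 ± 91.0 spike-in-scaled CPM in Mut.1 and 532 ± 56.3 in WT (SD, n = 3 libraries each), a log2 difference of 0.22 (standard error 0.171, edgeR adjusted p = 0.48), and 0.16 (standard error 0.373, adjusted p = 0.81) in Mut.2. Rlim had 239.9 ± 36.9 in Mut.1 and 199 ± 23.4 in WT, a difference of 0.27 (standard error 0.176, edgeR adjusted p = 0.39), and of 0.62 (standard error 0.363, adjusted p = 0.55) in Mut.2. In PRO-seq of Mut.1 the differences were −0.16 (standard error 0.0904, edgeR adjusted p = 0.6) for Kdm5b and 0.06 (standard error 0.0718, adjusted p = 0.85) for Rlim. None of these 6 differences in RNA passed the test. Those in PRO-seq are scaled by TMM, so they cannot show a shift of all genes.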

Some of the genes with increased transcription but lower TOP1 binding in mutant cells include developmentally important genes such as *Kdm5b* and *Rlim* (Fig. 3d). We further determined that the relative higher levels of RNAP2(S2P) on chromatin in mutant is not due to increased protein-protein interaction between mutant TOP1 with RNAP2(S2P) or its associated transcription elongation complex by co-immunoprecipitation experiment (Supplementary Fig. 5d). 

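Peaks of TOP1 lay mostly at promoters and in gene bodies in the mutants and in WT. Within 3 kb of a transcription start lay 47.0% of the peaks of the WT matched to Mut.1 (95% Wilson interval 46.2% to 47.7%) and 49.2% of the Mut.1 peaks (48.5% to 49.9%). In gene bodies lay 36.5% and 33.6%, and between genes 16.6% and 17.2%. For the WT matched to Mut.2, promoters held 37.4% (37.0% to 37.9%), gene bodies 43.6% and intergenic regions 18.9%, and for Mut.2 40.4% (39.9% to 41.0%), 40.8% and 18.8%. The promoter share was thus higher in each mutant by more than the counting error, the only error these intervals cover, and the share in gene bodies was lower.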

We also confirmed that lower mutant TOP1 occupancy on genes is not due to mis-targeting of the mutant protein to other regions of the genome, as we observed no difference in the genomic distribution of chromatin bound mutant and wild-type TOP1 (Supplementary Fig. 5e).

As transcription, TOP1 enzymatic activity, and genomic supercoiling levels are intimately linked, we wanted to know whether genomic supercoiling levels in mutant cells could be affected. Thus, we used biotinylated-trimethylpsoralen (bTMP), which preferentially intercalates into negatively supercoiled DNA, and confocal imaging to assess supercoiling levels in mutant and WT mESCs^35,36^. We observed lower negative supercoiling levels in mutant compared to WT mESCs (Fig. 3e and Supplementary Fig. 6).

In summary, we demonstrated that TOP1 mutant mESCs, which display hypertranscription, exhibit reduced TOP1 occupancy on chromatin that is accompanied by decreased levels of negative genomic supercoiling. These findings support the notion that WT TOP1 can impose a transcriptional constraint on genes when bound to chromatin.

### Mutation of secondary DNA binding site does not affect catalytic activity

Given the increased transcription in mutant mESCs, we wanted to also determine if this could be due to mutant TOP1 being more catalytically active. As such, we performed plasmid relaxation assays with purified recombinant TOP1(WT) and TOP1(R546Q) proteins.

TOP1’s relaxation of supercoiled DNA is the combined outcome of enzyme-substrate association, catalysis (which involves DNA cleavage, strand-rotation, and re-ligation), and enzyme dissociation. Therefore, to specifically compare the catalytic activity rates of TOP1(WT) and TOP1(R546Q), it is important to eliminate the influence of enzyme association/dissociation by conducting the assay in conditions where TOP1 binding is distributive^37^. It is established that distributive TOP1-DNA binding occurs in higher monovalent salt conditions, between 150-200 mM concentrations^37,38^. We first empirically verified that both TOP1(WT) and TOP1(R546Q) recombinant proteins have maximal activities in these conditions (Supplementary Fig. 7), and proceeded to carry out the plasmid relaxation assays under 200 mM salt conditions.

We conducted the assay with excess supercoiled DNA relative to enzyme, and found that the rates of plasmid relaxation by TOP1(WT) and TOP1(R546Q) proteins are nearly identical (Fig. 4a). We then similarly performed the assay with excess enzyme relative to supercoiled DNA. Again, the rates of plasmid relaxation by TOP1(WT) and TOP1(R546Q) proteins are nearly identical (Fig. 4b). The similar outcomes irrespective of enzyme/substrate ratio attests to the minimal influence of TOP1-DNA binding on plasmid relaxation in the assay conditions^39^. Therefore, we conclude that the mutation does not alter catalytic activity of TOP1. Of note, this is consistent with an earlier observation by others that showed mutations on the homologous secondary DNA binding site of *vaccinia* TOP1 to have no effect on supercoil relaxation activity^30^.

**Fig. 4:**
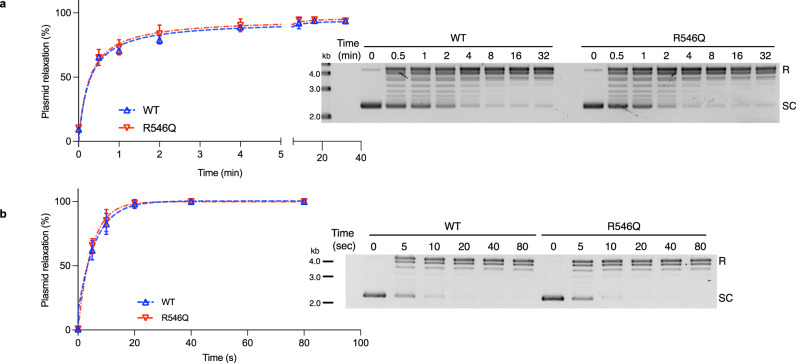
Mutation does not alter TOP1 catalytic activity. **a**, **b** Plasmid relaxation activities of TOP1(WT) and TOP1(R546Q) proteins under excess DNA (**a**) or excess enzyme (**b**) conditions. Data plotted is mean ± SD, *n* = 3 independent experiments. Inserts are representative DNA gel images of products from the assay. R relaxed plasmid, SC supercoiled plasmid. Source data are provided as a Source data file.

### Mutation of secondary DNA binding site impairs TOP1-DNA binding and associated DNA conformations

It was previously observed that TOP1 when incubated with DNA preferentially binds at the bases of DNA loops^27,40–42^. It is presumed that this is facilitated by its two DNA binding sites simultaneously forming interactions with distal DNA segments that are in proximity, resulting in a bridged conformation^29^. Based on our MD simulations and ChIP-seq analyses, which indicate that the R546Q mutation would disrupt TOP1-DNA binding (Fig. 3a, Supplementary Fig. 1c, d and 4), we posit that R546Q may also impact TOP1’s interaction with DNA and formation of associated DNA conformations.

To test this, we set up magnetic tweezer experiments where DNA tethers are immobilized at one end on a cover slip and at the other end on a superparamagnetic bead. The tethered DNA is vertically extended by a magnetic force applied on the bead, and the force can be varied by manipulating the distance between a pair of magnets and the bead (Fig. 5a). DNA-protein interactions following incubation with protein can then be inferred based on shifts in the mechanical responses of single DNA tethers, including change in DNA extension length that is proxied by bead height^43,44^.

**Fig. 5:**
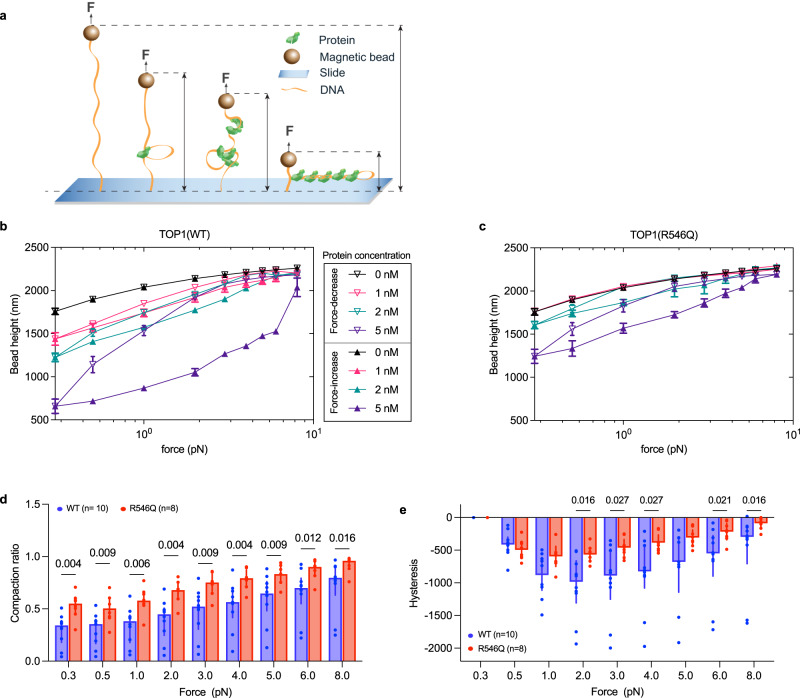
Mutation impairs TOP1’s ability to induce and stabilize binding-dependent DNA structural change. **a** Schematic representation of DNA tether held under stretching force, F, in a magnetic tweezer experiment setup. The provided illustrations showcase potential conformational changes in DNA that may occur following TOP1 protein binding. ε denotes DNA extension, which decreases as DNA is compacted by protein binding. **b**, **c** Representative force-height curves obtained from a DNA tether in a force-decrease scan (hollow symbols) followed by a force-increase scan (solid symbols) at various concentrations of TOP1(WT) (**b**) and TOP1(R546Q) (**c**). Data represented are mean ± SD of DNA extension fluctuations during the recording time window. Source data are provided as a Source Data file. **d** Compaction ratio of DNA tether when incubated with 5 nM TOP1 protein. *n* = 10 (WT), *n* = 8 (R546Q) independent DNA tethers. Bar height represent median, error bars represent interquartile range. Mann–Whitney test was used for comparing the two groups; *p* values (two-tailed) are indicated above the comparisons. Source data are provided as a Source data file. **e** Hysteresis, which is calculated by subtracting extension in force-decrease scan from extension in force-increase scan, in DNA tethers when incubated with 5 nM TOP1 protein. *n* = 10 (WT), *n* = 8 (R546Q) independent DNA tethers. Bar height represent median, error bars represent interquartile range. Mann–Whitney test was used for comparing the two groups; only *p* values (two-tailed) <0.05 are shown above the comparisons. Source data and other *p* values are provided in Source data file.

We first performed force-decrease scans (Fig. 5b, hollow symbols) followed by force-increase scans (solid symbols) with increasing concentrations of TOP1(WT) protein. We observed that TOP1(WT) at low (nanomolar) concentration is able to shorten DNA extension at sub-piconewton forces (Fig. 5b, for example, compare bead height at 2 nM protein with that of no protein control). The observed DNA ‘compaction’ by TOP1(WT) binding strongly suggests DNA looping caused by the engagement of TOP1(WT) with two distal DNA segments.

Next, we performed force scanning analysis for TOP1(R546Q). In comparison to TOP1(WT), TOP1(R546Q) is apparently impaired in its ability to cause DNA compaction (Fig. 5c). To better compare their differences, we defined a compaction ratio, which was calculated by dividing the bead height during the force-increase scan in the presence of 5 nM TOP1 protein by the bead height of naked DNA at the corresponding force. Our results showed that the compaction ratio for TOP1(WT) was significantly lower than that for TOP1(R546Q) at each force (Fig. 5d). This indicates that the mutation impaired TOP1’s ability to mediate DNA compaction, suggesting that the mutation site is otherwise involved in TOP1 binding and organizing DNA into bridged conformations. We further determined the resistance of the compacted DNA formed with 5 nM TOP1(WT) or TOP1(R546Q) to forces by calculating the hysteresis between forward and reverse force scans (bead height during force-increase minus that during force-decrease scans). As shown in Fig. 5e, hysteresis for TOP1(R546Q) is diminished compared to TOP1(WT). This indicates that the resultant compact DNA conformation is less stable with TOP1(R546Q) than with TOP1(WT), consistent with defective DNA binding with the R546Q mutation. Collectively, these results indicate that the secondary DNA binding site, which includes R546, plays a crucial role in DNA binding and associated DNA conformation changes.

### Mutant TOP1 mESCs showed altered differentiation

Defects in global transcription negatively impacts early embryonic development^6^. Therefore, we wanted to know whether the hypertranscription phenotype in mutant mESCs would impact its differentiation. 

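RNA-seq of neuron cultures at day 15, which the methods count from the dissociation of the cell aggregates, was analysed for WT, Mut.1 and Mut.2, with 2 libraries each. Libraries were made from 500 ng of RNA without a spike-in, so that the values show the make-up of the RNA and not its amount per cell. The authors' files hold expected counts per gene on mm10, made as for the mESCs. Gene counts per library were 21596045 and 29574024 for WT, 19329672 and 24025850 for Mut.1, and 21542089 and 24338667 for Mut.2. The rounded counts were scaled by TMM and tested with edgeR over all 6 libraries, for the 15620 genes with at least 10 counts in at least 2 libraries, at an adjusted p of at most 0.05, since the paper gives no threshold for single genes of the neurons. Both mutants are compared with the same 2 WT libraries, so changes shared by the 2 comparisons are no independent evidence. The WT libraries themselves differ in glial genes. The mean log2 CPM of 20 astrocyte genes were 7.93 and 6.88 in them, and those of 22 oligodendrocyte lineage genes 5.43 and 3.57.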

In light of TOP1’s known roles in neuronal gene regulation^24,45^, we differentiated mutant and wild-type mESCs into neurons for comparison^46^. 

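Oligodendrocyte lineage genes had higher mean values in the mutant neuron cultures, and neuron genes lower ones. By edgeR no member of either list passed the threshold for single genes. DESeq2 called a member of the oligodendrocyte list in each mutant and of the neuron list in Mut.2. Much of the difference rests on WT replicate 2. For replicates 1 and 2 in turn, the neuron list's mean log2 CPM was 7.78 and 8.16 in WT. It was 7.70 and 7.83 in Mut.1, and 7.75 and 7.89 in Mut.2. The oligodendrocyte list's was 5.43 and 3.57 in WT, 5.94 and 5.99 in Mut.1, and 5.98 and 5.23 in Mut.2. Mog, a myelin protein, had 27.0 ± 2.20 CPM in Mut.1 against 4.58 ± 4.91 in WT (SD, n = 2 libraries each), a log2 difference of 2.60 (standard error 0.813, edgeR adjusted p = 0.58), and of 1.90 (standard error 0.806, adjusted p = 0.98) in Mut.2. Aqp4, the water channel of astrocytes, had 401 ± 39.6 against 131 ± 103 in Mut.1, a difference of 1.61 (standard error 0.554, edgeR adjusted p = 0.62) that passes without WT replicate 1. Reln, a protein that neurons secrete, had 321 ± 13.7 against 429 ± 39.6, a difference of −0.42 (standard error 0.108, edgeR adjusted p = 0.49), and of −0.49 (standard error 0.108, adjusted p = 0.56) in Mut.2 (past the threshold with DESeq2), and the neurofilament gene Nefh differed by −0.50 and −0.49. Over the 22 oligodendrocyte lineage genes the mean log2 difference was 1.46 (standard error 0.927) in Mut.1 and 1.11 (standard error 0.998) in Mut.2. For the 20 astrocyte genes it was 0.456 (standard error 0.526) and 0.208 (standard error 0.5803), and for the 30 neuron genes −0.209 (standard error 0.200) and −0.147 (standard error 0.201). Genes of GABAergic neurons differed by −0.299 (standard error 0.125) in Mut.1 and −0.133 (standard error 0.120) in Mut.2, and those of glutamatergic neurons by 0.0859 (standard error 0.103) and −0.127 (standard error 0.0651). Endothelial genes also had higher values, by 0.776 (standard error 0.173) in Mut.1 and 0.509 (standard error 0.207) in Mut.2, mesenchymal and meningeal genes differed by −0.019 (standard error 0.381) and −0.550 (standard error 0.327), choroid plexus genes by 0.908 (standard error 0.456) and 0.521 (standard error 0.462), and 3 microglia genes by −0.249 (standard error 0.225) and 0.334 (standard error 0.111). Naive pluripotency genes had higher values in every mutant library than in the WT libraries, by 0.600 (standard error 0.201) and 0.460 (standard error 0.291), and neural progenitor genes differed by 0.260 (standard error 0.223) and 0.167 (standard error 0.162).

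By camera, oligodendrocyte lineage genes lay above the other genes in both mutants (adjusted p = 1.6e-07 in Mut.1 and adjusted p = 5.7e-05 in Mut.2), neuron genes below them (adjusted p = 3.1e-05 and adjusted p = 4.4e-04), and astrocyte genes above in Mut.1 (adjusted p = 0.026) with adjusted p = 0.30 in Mut.2. None of these holds with an estimated correlation, with adjusted p = 0.55 and adjusted p = 0.54 for the oligodendrocyte list, adjusted p = 0.76 and adjusted p = 0.81 for the astrocyte list, and adjusted p = 0.57 in both mutants for the neuron list. Over all genes edgeR had 1108 genes at an unadjusted p under 0.05 in Mut.1 and 815 in Mut.2.

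**Figure D3:**
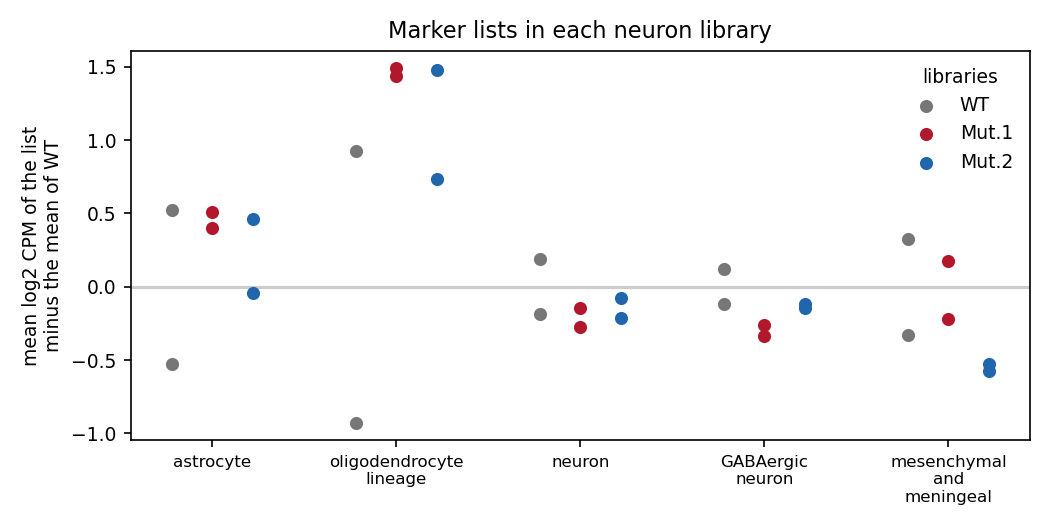
Mean log2 CPM of 5 marker lists, less the mean of the 2 WT libraries, for each neuron library. Points are libraries, 2 per group of WT, Mut.1 and Mut.2. The WT libraries lie 0.926 above and below their mean for the oligodendrocyte lineage list and 0.523 for the astrocyte list, and WT libraries overlap with those of both mutants in the astrocyte and neuron lists and with those of Mut.2 in the oligodendrocyte lineage list.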

By RNA-seq and GSEA, we found oligodendrocyte and astrocyte markers to be upregulated while neuronal markers to be downregulated in mutants relative to wild-type (Fig. 6a). This suggests that differentiation is affected in the hyper-transcribing mutant mESCs. 

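Voltage-gated channel genes had lower values in both mutants. The mean log2 difference over 24 channel genes was −0.137 (standard error 0.059) in Mut.1 and −0.211 (standard error 0.063) in Mut.2. Cacna1g, a T-type calcium channel of bursting neurons, had 49.1 ± 1.67 CPM in Mut.2 against 84.1 ± 12.6 in WT (SD, n = 2 libraries each), a log2 difference of −0.78 (standard error 0.129, edgeR adjusted p = 0.26) that passes with DESeq2, and when adjusted over the list alone 1 channel gene was lower in Mut.1 and 4 in Mut.2. Camera gave the list adjusted p = 0.0016 and adjusted p = 2.6e-06, and adjusted p = 0.53 with an estimated correlation in both. Imprinted genes were among the few single genes that passed. Over the 26 listed imprinted genes the mean log2 difference was −0.273 (standard error 0.0367) in Mut.1 and −0.301 (standard error 0.0803) in Mut.2. Single genes with large changes weigh on such a mean. Rasgrf1, an imprinted activator of Ras, fell from 103 ± 1.81 to 0.618 ± 0.0641 CPM in Mut.1, a change of −7.36 (standard error 0.157, edgeR adjusted p = 3.8e-05). Rtl1, a retrotransposon-derived gene of the Dlk1-Dio3 region, fell by 1.43 on the log2 scale in Mut.1 (edgeR adjusted p = 0.0225) and rose by 1.50 (standard error 0.120, adjusted p = 0.037) in Mut.2, to 150.4 ± 2.46 from 53.3 ± 7.35. Peg13, an imprinted non-coding RNA, rose by 2.02 (standard error 0.123, edgeR adjusted p = 0.0095) and Zim1 fell by 3.92 in Mut.1. In all, 11 genes were higher and 7 lower in Mut.1, and 5 were higher in Mut.2. Of these, Cdk5rap3 and Arhgap23, higher in both mutants, and Lasp1 and Rpl19, higher in Mut.1, lie in the chromosome 11 segment. Xlr3c, named with the other genes higher in Mut.2 after its values were seen, rose there by 3.26 (standard error 0.267, edgeR adjusted p = 0.037). DESeq2 called 93 higher and 48 lower in Mut.1 and 63 and 39 in Mut.2. These counts rest on single libraries, with 49 genes in Mut.1 without WT replicate 1 (39 higher), 13 without WT replicate 2 (6 higher) and 1 with either Mut.1 library left out, when the calls of Zim1, Peg13 and Rtl1 end. In Mut.2, 10 passed without WT replicate 1, 3 without WT replicate 2, and 0 by edgeR with either Mut.2 library left out. From the marker sets of Fig. 6a the paper proposes that differentiation is affected in the mutant cells.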

To substantiate this, we characterized the neurons by patch clamp where we identified five distinguishable neuronal subtypes based on firing patterns. For wild-type, bursting neurons are the dominant type (Fig. 6b). In comparison, both mutants clearly have reduced proportions of bursting neurons and increased proportions of spiking neurons. We determined that the distribution of neuronal subtypes between wildtype and mutant cells are significantly different (chi-square test for significance; chi-square = 17.09, df = 4, *p* value = 0.0019). This again indicates that differentiation of mutant mESCs is affected. Therefore, increased transcription in mESCs, as a result from a mutation at the secondary DNA binding site of TOP1, has functional consequences on cellular physiology and function.

**Fig. 6:**
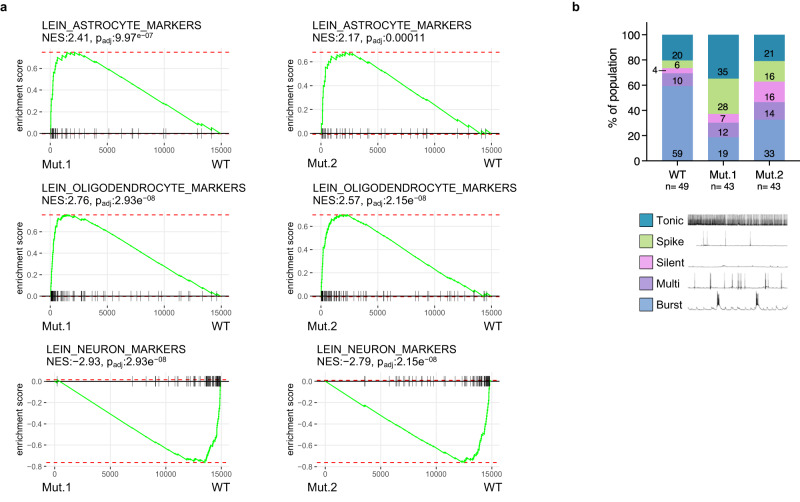
Mutant TOP1 mESCs showed altered differentiation. **a** GSEA enrichment plots from RNA-seq on neuronal cultures derived from Mut.1(left column) or Mut.2 (right column), compared with WT. NES, normalized enrichment score. *p*-values were calculated from gene set enrichment analysis (see details in ‘Methods’). **b** Distribution of mutant and WT neurons according to firing patterns from whole cell patch clamp experiments. Numbers in bars are percentages of each population. *n* = 49 (WT), *n* = 43 (Mut.1), *n* = 43 (Mut.2) cells patched. Source data are provided as a Source data file.

## Discussion

Our study revealed TOP1 to be an important player in maintaining global transcription levels. This is dependent on a highly conserved DNA binding surface that is distal to its catalytic site, which is required for downregulating transcription. We identified a key DNA-interacting residue R546 on this surface of human TOP1 (R548 in mouse TOP1), which when mutated not only abrogated the ability of TOP1 to prevent hypertranscription in mESCs, but also reduced TOP1 chromatin occupancy. Interestingly, genomic supercoiling is also affected in the mutant cells. We verified that the mutation does not affect catalytic activity of TOP1 but negatively impacts its ability to bind and cause DNA conformational changes in vitro. The hyper-transcribing mutant mESCs are impacted in their differentiation to neurons, which underscores the importance of keeping transcription output at appropriate levels in cellular physiology.

### A role of TOP1 in transcription repression

The importance of global transcriptional change in development and disease is being increasingly recognized, especially following the advent of methods that enabled their detection in primary human tumour samples and adult tissues^2–4^. As aforementioned, little is known about how absolute transcription levels are regulated, and most known regulators to date are those that initiate hypertranscription^7,9,47,48^. In this regard, our finding that TOP1 exerts a gene repressive function to counteract transcription overdrive is significant.

Interestingly, two recent studies have highlighted the occurrence of widespread hypertranscription in aggressive human cancers^3,4^. Unexpectedly, one of them revealed that the hypertranscriptional phenotype is likely more commonly driven by loss of transcriptional suppression, than by gain in transcriptional activation^3^. Building upon our findings that TOP1 plays a role in transcriptional suppression, we sought to determine whether there is correlation between *TOP1* expression levels and RNA content in tumours^4^. Notably, in fourteen of the TCGA cancer types that were amenable to our analysis, four exhibited a negative correlation between TOP1 expression levels and RNA content, while only one showed a positive correlation (Supplementary Fig. 8). These results suggest that TOP1 overexpression may indeed play a role in transcriptional suppression in tumours. It is worth noting that previous studies in yeast have reported TOP1’s involvement in the transcriptional repression of telomere-proximal genes during exponential growth phase, and the induction of global transcriptional repression during stationary phase^22,23^. Therefore, TOP1-dependent transcriptional downregulation may have implications in diverse biological contexts.

### A non-catalytic function of TOP1 in transcription regulation

We have noted in the beginning that TOP1 plays various roles in the transcription cycle^17^. Most of these are generally attributed to its enzymatic function. However, few studies both in vivo and in vitro have alluded to TOP1 having additional activities that are not dependent on it catalytic activity^19,24–26^.

Prior to our studies, the secondary DNA binding site of TOP1 was only characterized in vitro where DNA binding is linked to the induction and recognition of supercoiled DNA^30,31^. Our study expands on this previous knowledge by investigating the secondary DNA binding site in vivo, specifically its role in transcription. Our findings indicate that TOP1 through binding at juxtaposed DNA segments could form a molecular connection between supercoiling level detection and transcriptional regulation. In our study, we found decreased negative genomic supercoiling in TOP1 mutant mESCs (Fig. 3e) which likely arises in part from the combined result of elevated transcription and reduced mutant TOP1 binding on chromatin. It is important to note that genomic supercoiling in vivo is highly dynamic and is influenced by multiple simultaneous activities on the DNA. Of note, hypertranscription has been linked to protein factors whose activities would have direct consequences on genomic supercoiling or chromatin structure, such as nucleosomes in ageing yeast and the chromatin remodeler Chd1 in mESCs^13,49^. Investigating the interplay of the various factors that were previously implicated in hypertranscription could provide a more holistic understanding on how global transcription levels could be governed through DNA and chromatin structures.

We recognize that the R548Q mutation in mESCs could have other functional consequences that contribute to the increased transcription phenotype observed in mESCs. While we cannot dismiss the possibility of other effects arising directly or indirectly from the mutation, our comprehensive approach, which includes genetic knock-in experiments and in vitro studies with purified TOP1 protein, provides strong evidence for the impact of the mutation on DNA binding and transcription. On a similar note, while our study focuses on RNAP2-dependent transcription and mRNA levels, it is plausible that the TOP1 mutation also affects transcription by RNA Polymerases I and III, given TOP1’s known roles in transcription by these polymerases.

### Opposing but coordinated regulatory influences of TOP1 on transcription

While our study highlights TOP1 as a transcriptional repressor, TOP1 is also an important transcriptional activator as demonstrated in many previous studies (for example see refs. ^20,35^). Our findings further reveal that the opposing influences of TOP1 on transcription are distinct and can be uncoupled, as the loss of transcriptional restraint due to R548Q mutation did not affect TOP1’s ability in enabling transcription (Fig. 3b and Supplementary Fig. 5b). This suggests that TOP1 can coordinate these activities in a manner that ensures proper regulation of transcription levels, preventing them from exceeding or falling below appropriate thresholds. In essence, TOP1 acts as a safeguard that maintains total transcription within the appropriate range in cells.

Putting all our observations together, we propose a model for how TOP1 could safeguard transcriptional output in cells (Fig. 7). As DNA helix is being unwound during transcription (Fig. 7a), DNA helical stress concomitantly increases with transcription (Fig. 7b) and topological structures such as plectonemes are being formed ahead and behind the transcription bubble, if torsional stress is not sufficiently relieved by catalytic activity of TOP1. Additional TOP1 proteins, through simultaneous DNA binding at both its DNA binding sites, could preferentially bind at juxtaposed DNA helices on the plectonemes and form compact DNA structures that could further torsionally constrain the DNA (Fig. 7c). This built up of superhelical stress in DNA leads to deceleration in transcription (Fig. 7d), thereby preventing further increase in supercoiling. The decrease in transcription subsequently reduces the amount of helical stress being generated (Fig. 7e) and the eventual lifting of the restraint placed on transcription. This then allows transcription to increase again (Fig. 7f), thereby preventing transcription from falling below appropriate levels. The cycle then repeats. Therefore, this together creates a thermostat-like monitoring system that regulates absolute transcription levels through sensing and modulating changes in DNA supercoiling levels.

**Fig. 7:**
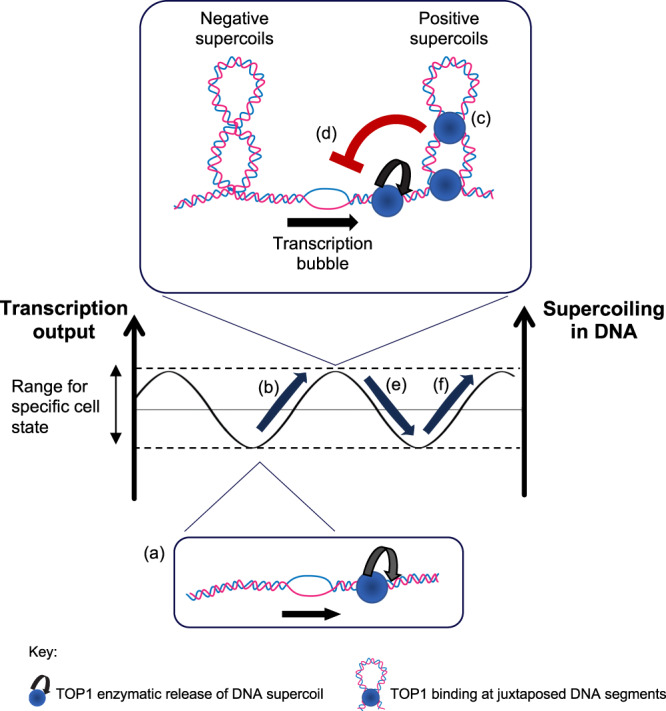
Model for how TOP1 safeguards transcription output levels. As DNA helix is being unwound during transcription (**a**), DNA helical stress concomitantly increases with transcription (**b**) and topological structures such as plectonemes are being formed ahead and behind the transcription bubble, if torsional stress is not sufficiently relieved by catalytic activity of TOP1. Additional TOP1 proteins, through simultaneous DNA binding at both its DNA binding sites, could preferentially bind at juxtaposed DNA helices on the plectonemes and form compact DNA structures that could further torsionally constrain the DNA (**c**). This built up of superhelical stress in DNA leads to deceleration in transcription (**d**), thereby preventing further increase in supercoiling. The decrease in transcription subsequently reduces the amount of helical stress being generated (**e**) and the eventual lifting of the restraint placed on transcription. This then allows transcription to increase again (**f**), thereby preventing transcription from falling below appropriate levels. The cycle then repeats.

In conclusion, we have discovered a transcriptional regulatory role of TOP1 that is achieved through DNA binding at its secondary DNA binding site. Our findings not only ascribed in vivo relevance for the secondary DNA binding site of TOP1, but also added a new dimension to the current understanding of TOP1 as a multi-faceted regulator of transcription.

## Methods

### Molecular dynamics simulations

The crystal structure of human TOP1(Y723F) bound to DNA (PDB code 1A36)^50^ was used as the starting structure for molecular dynamics (MD) simulations. Missing loop residues in TOP1 were added using the ModLoop web server^51^. To generate the structure of the TOP1–DNA cleavage complex (TOP1cc), the Y723F mutation was reversed, the P-O5’ bond in the phosphate group connecting nucleotides T10 and A11 on one strand of the DNA duplex was cut, and the phosphate group was rotated towards Y723 using PyMOL (v.1.3)^52^. The LEaP module of AMBER18^53^ was used to form the bond between the phosphorus atom and hydroxyl oxygen of Y723. The N-terminus of TOP1 was capped by an acetyl group. To model the structure of TOP1cc bound to a linear DNA fragment at the surface secondary DNA binding site, the coordinates of the secondary DNA were extracted from the crystal structure of *Deinococcus radiodurans* TOP1B in complex with a duplex DNA (PDB code 3M4A)^30^ onto the PDB structure 1A36 after structural alignment of their secondary DNA binding motifs. A total of three systems were set up: wild-type (WT) TOP1cc bound to secondary DNA, K466A-K468A-K545A-K549A mutant TOP1cc bound to secondary DNA, and R546Q mutant TOP1cc bound to secondary DNA. The mutant systems were set up using the final trajectory structure from a stable MD simulation run of WT TOP1cc bound to secondary DNA. This structure was also used to initiate four independent replicate MD simulation runs with different initial atomic velocities. The R546Q mutation was introduced using the ModLoop web server. PDB2PQR(v.1.7)^54^ was used to determine the protonation states of residues. Each system was then solvated with TIP3P water molecules^55^ in a periodic truncated octahedron box such that its walls were at least 10 Å away from the solute, followed by charge neutralization with sodium ions.

Using different initial atomic velocities and seeds for the pseudorandom number generator, four independent explicit-solvent MD simulations were carried out on each of the TOP1–DNA systems. Energy minimizations and MD simulations were performed with the PMEMD module of AMBER18 using the ff14SB force field^56^ for the protein and the OL15^57^ force field for DNA. Atomic charges for the covalently bound Y723 and thymine nucleotide were derived using the R.E.D. Server^58^ by fitting restrained electrostatic potential (RESP) charges^59^ to a molecular electrostatic potential computed by the Gaussian 16 program^60^ at the HF/6-31 G* level of theory. All bonds involving hydrogen atoms were constrained by the SHAKE algorithm^61^, allowing for a time step of 2 fs. A cut-off distance of 9 Å was implemented for nonbonded interactions. The particle mesh Ewald method^62^ was used to treat long-range electrostatic interactions under periodic boundary conditions. The protein and DNA non-hydrogen atoms were kept fixed with a harmonic positional restraint of 2.0 kcal/mol/Å^2^ during the minimization and equilibration steps. Energy minimization was carried out using the steepest descent algorithm for 1000 steps, followed by another 1000 steps with the conjugate gradient algorithm. The systems were then heated gradually to 300 K over 50 ps at constant volume before equilibration at a constant pressure of 1 atm for another 50 ps. Subsequent unrestrained equilibration (2 ns) and production (200 ns) runs were carried out at 300 K using a Langevin thermostat^63^ with a collision frequency of 2 ps^−1^, and 1 atm using a Berendsen barostat^64^ with a pressure relaxation time of 2 ps. Because of the low sequence similarity between human TOP1 and *Deinococcus radiodurans* TOP1B at the secondary DNA binding interface, there were several atomic clashes between the protein and DNA in the initial model. As a result, the secondary DNA remained stably bound to WT TOP1 at the end of only one replicate run. Using the final trajectory structure of this stable run as the initial structure, four independent replicate MD simulation runs with reassigned atomic velocities were performed for 200 ns.

Binding free energies for the TOP1cc–secondary DNA complexes were calculated using the molecular mechanics/generalized Born surface area (MM/GBSA) method implemented in AMBER18. Two hundred equally spaced snapshot structures were extracted from the last 60 (K466A-K468A-K545A-K549A mutant), 80 (WT) and 100 ns (R546Q mutant) of the trajectories, during which the secondary DNA remained stably bound to TOP1, and their molecular mechanical energies calculated with the sander module. The polar contribution to the solvation free energy was calculated using the modified Generalized Born (GB) model described by Onufriev et al.^65^, with the solute dielectric constant set to 4 and the exterior dielectric constant set to 80. The nonpolar contribution was estimated from the solvent accessible surface area using the molsurf program with *γ* = 0.0072 kcal Å^−2^ and *β* = 0. The entropy contribution was ignored as it has been shown to be unnecessary for ranking the binding affinities of structurally similar ligands.

For hydrogen bonds between TOP1 and secondary DNA shown in Table 1, only those that are present for more than 5% of the last 80 ns of the replicate run with the lowest binding free energy are shown, and only hydrogen bonds for which the angle between the donor and acceptor heavy atoms is greater than or equal to 135° and their distance is less than or equal to 3.5 Å are counted.

VMD (v.1.9.2)^66^ was used for visualization of the MD simulations.

### Protein sequence alignment

Protein sequences for TOP1 from human, mouse, *Xenopus laevis*, *Caenorhabditis elegans*, *Saccharomyces cerevisiae*, *Drosophila melanogaster* and *Vaccinia* virus (strain Western Reserve, were obtained from Uniprot^67^ and aligned using PRALINE multiple sequence alignment webtool (https://www.ibi.vu.nl/programs/pralinewww/)^68^.

### Cell culture

293T cells were cultured in DMEM (Hyclone Cat #:SH30022.0) containing 15% fetal bovine serum (Hyclone Cat #:SV30160.03), GlutaMax (Life Tech Cat #:35050061) and non-essential amino acids.

mESCs were cultured in KnockOut DMEM (Life Tech Cat #:10829018) containing 15% ES-qualified fetal bovine serum (Life Tech Cat #:16141079), L-glutamine, non-essential amino acids, penicillin/streptomycin, 2-mercaptoethanol, LIF, 1 µM PD0325901 and 3 µM CHIR99021 (2i) on 0.1% gelatine-coated tissue culture dishes.

### Generation of overexpression constructs for human TOP1 variants

Wild-type human *TOP1* coding sequence (CDS) was amplified from cDNA library of MCF7 cells and sequence-verified by Sanger sequencing. *TOP1* CDS was cloned into a vector previously modified to create N’−3xHA-tagged fusion proteins. To generate TOP1(4K-A), TOP1(R546Q) and TOP1(Y723F) variant coding sequences, we performed site-directed mutagenesis using the primers indicated in using the Gibson Assembly cloning method. The constructs were verified by Sanger sequencing. The correct coding sequences were transferred into pLVX vector (Takara), previously modified include IRES EGFP sequence as a reporter for overexpression, to result in pLVX-N’3xHA-*TOP1* (WT, 4K-A, R546Q, or Y723F variant)-IRES-GFP. To generate overexpression constructs without the GFP reporter for EU labelling experiments, the coding sequences were transferred to pCI overexpression vector (Promega Cat #: E1841). Sanger sequencing results were viewed and aligned on Benchling webtool (https://www.benchling.com).

### Overexpression of TOP1 variants in 293T cells

For RNA-seq and RNA quantification experiments, 293T cells were transfected with pLVX-N’3xHA-*TOP1* (WT, 4K-A, R546Q or Y723F variant)-IRES-GFP constructs or empty vector using FuGENE HD (Promega Cat #: E2312) according to the manufacturer’s protocol. At 70 h post transfection, cells were harvested and sorted for GFP positive cells on a Mo-Flo running on Summit (v.5.4) software. The gating strategy is described in Supplementary Fig. 9.

For EU labelling, 293T cells were transfected with pCI-TOP1 **(**WT, or R546Q variant) constructs or empty vector using FuGENE HD. Cells were processed at 48 h post transfection.

### RNA isolation and RNA-seq library preparation

For 293T cells, 1.0×10^5^ GFP-positive cells were sorted directly into RLT buffer supplemented with 2-mercaptoethanol and processed using RNeasy Mini Kit (Qiagen Cat #: 74104) for RNA isolation. RNA concentrations were determined using Qubit RNA Broad Range assay kit (Thermofisher Cat #: Q10210).

For mESCs, cells were counted manually on the haematocytometer or using Countess II automated cell counter (ThermoFisher). Equal number of cells across samples were used in each RNA isolation experiment. Cell pellets were dissolved in TriReagent and isolated using Direct-Zol RNA miniprep kit (Zymo Cat #: R2053). Equal volumes of RNA preparations (which originated from equal number of cells) were each mixed with 1 μl of 1:100 diluted Mix 1 of ERCC RNA Spike-In (Life Technologies Cat. # 4456739). The mixture is subjected to ribosomal RNA depletion using NEBNext® rRNA Depletion Kit (Human/Mouse/Rat) (NEB Cat # E6310) and library construction using NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (NEB Cat # E7760) according to manufacturer’s protocol.

For neuronal samples, cells were collected following detachment using Accutase (Stemcell Cat #: 7920). TriReagent was added to collected cells and RNA was isolated using Direct-Zol RNA miniprep kit. 500 ng of RNA was used for RNAseq library construction as described above, starting from the rRNA depletion step.

Pooled libraries were sequenced using the Illumina HiSeq 2000 System.

### Western blot

Cells were lysed in urea lysis buffer (50 mM Tris-HCl pH7.9, 10 mg/mL CHAPS, 480 mg urea) supplemented with protease inhibitor cocktail (Aprotinin/Leupeptin/Pepstatin (A/L/P), PMSF, and sodium butyrate), pre-cleared by centrifugation and subjected to standard Western blotting procedures. The following primary and secondary antibodies were used: anti-TOP1 (Bethyl, Cat #: A302-590A, 1:1000 or 1:2000), anti-RNA polymerase II CTD repeat YSPTSPS (PhosphoS2) (Abcam, Cat #: ab5095, 1:1000), anti-HA (HA.11) (Biolegend, Cat #: 901501, 1:4000), anti-actin (C-4) (Santa-Cruz, sc-47778, 1:1000 or 1:2000), anti-AFF4 (Proteintech 14662-1-AP, 1:20,000), anti-gamma H2A.X (phospho S139) antibody (Abcam, ab2893, 1 μg/mL), goat anti-Rabbit IgG HRP-Conjugated (Bethyl, Cat #: A120-201P, 1:20,000), goat anti-Mouse IgG HRP-Conjugated (Bethyl, Cat #: A90-516P, 1:20,000). The antibodies are also summarized in Supplementary Data 3.

### Immunofluorescence imaging

293T cells were transfected with pLVX-overexpression or vector control and seeded onto imaging chambers (Ibidi Cat #: 81156) pre-coated with poly-D-lysine. At about 70 h post-transfection, cells were fixed with 3.7% formaldehyde in DPBS for 15 min at room temperature, washed twice with DPBS, permeabilized and blocked in DPBS supplemented with 0.5% Triton X and 1% BSA for 15 min at room temperature, and incubated overnight at 4 degC with primary antibodies anti-gamma H2A.X (phospho S139) (Abcam, Cat #: ab2893, 1:1000), and anti-GFP (Abcam, Cat #: 6673, 1:500). On the following day, the imaging chambers are washed thrice with DPBS, and incubated with secondary antibodies donkey anti-Goat IgG (H + L) Alexa Fluor® 488 conjugate (Thermofisher, Cat #: A11055, 1:500) and donkey anti-Rabbit IgG (H + L) Alexa Fluor® 594 conjugate (Thermofisher, Cat #: A21207, 1:250), and DAPI (1 μg/mL) for 1.5 h at room temperature. The chambers were washed thrice with DPBS before imaging using Zeiss LSM700 confocal microscope.

### Cell cycle analysis

293T cells transfected with either pLVX-N’3xHA-*TOP1* (WT)-IRES-GFP or empty vector were harvested 70 hours post-transfection and stained with Hoescht 33342 (20 μg/mL) in PBS supplemented with 5% FBS for 20 min at 37degC. Flow cytometry was performed on a BD Symphony A5 analyser running on FACSDiva (v.9.8). Cells were first gated for GFP positive signal, which marks transfected cells, before being analysed for Hoescht 33342 staining. The gating strategy is described in Supplementary Fig. 10. Cell cycle analysis was performed on FlowJo (v.10.8.2).

### 5-ethynyl uridine (EU) labelling of nascent transcripts

The assay was performed using Click-iT RNA imaging kit (Invitrogen Cat #: 10329) according to manufacturer’s protocol. Briefly, 293T cells were transfected with pCI-overexpression or vector control construct and seeded onto imaging chambers (Ibidi Cat #: 81156) pre-coated with poly-D-lysine. Forty-eight hours later, cells were fed with media supplemented with 1 mM EU for 1 h, then fixed and labelled by Click-iT as per manufacture’s protocol. Cells were then stained with DAPI for immunofluorescence imaging. Images were taken on Zeiss LSM700 confocal microscope. Three regions were randomly selected for each condition in each experiment. Nuclear segmentation using DAPI signal and determination of mean EU signal intensity were carried out using the surface function in Imaris software (Oxford Instruments).

### Generation of homozygous Top1(R548Q) mESC lines

E14 mESCs were transfected with CRISPR–Cas9 single-guide RNA cloning vector pX458 (Addgene plasmid # 48138) containing single-guide RNA against *Top1* and a single-stranded oligo DNA donor (see Supplementary Data 2 for sequences, and for sequences of primers described here). Transfected cells were sorted for GFP signal and expanded. Single colonies were picked for genotyping via Sanger sequencing as follow: the genomic region of interest on *Top1* was amplified using the primers gDet9 and gDet10, and the product was sequenced using the primer gDet11.

### Precision nuclear run-on sequencing (PRO-seq)

Ten million mESCs were harvested, washed 1× in cold PBS, and resuspended into single-cell suspension in 250 μl ice cold buffer W (10 mM Tris -HCl (pH 8.0), 10 mM KCl, 250 mM sucrose, 5 mM MgCl_2_, 1 mM EGTA, 0.5 mM DTT, 10% (v/v) glycerol, supplemented with 1× protease inhibitor cocktail (Merck, Cat # 11873580001) and SUPERase-IN RNase inhibitor at 10 μL/50 mL buffer (Thermofisher, Cat # AM2696). 5 mL of ice-cold buffer P (10 mM Tris-HCl (pH8.0), 10 mM KCl, 250 mM sucrose, 5 mM MgCl_2_, 1 mM EGTA, 0.1% (v/v) NP40, 0.5 mM DTT, 0.05% (v/v) Tween-20, 10% (v/v) glycerol, supplemented with protease inhibitor cocktail and SUPERase-IN RNase inhibitor) was added to cells and the suspension was incubated on ice for 5 min for permeabilization. The cells were collected by centrifugation at 400 × *g*, for 4 min at 4 degC, washed with 5 mL of ice-cold buffer W, and resuspended in 500 μL buffer F (50 mM Tris-HCl (pH8.0), 40% (v/v) glycerol, 5 mM MgCl_2_, 1.1 mM EDTA, 0.5 mM DTT, supplemented with SUPERase-IN RNase inhibitor). The cells were checked under the microscope for the extent of permeabilization before snap-freezing.

PRO-Seq library construction and data analysis was performed by the Nascent Transcriptomics Core at Harvard Medical School, Boston, MA, as follows.

### PRO-seq library construction

Aliquots of frozen (−80 °C) permeabilized cells were thawed on ice and pipetted gently to fully resuspend. Aliquots were removed and permeabilized cells were counted using a Luna II, Logos Biosystems instrument. For each sample, 1 million permeabilized cells were used for nuclear run-on, with 50,000 permeabilized Drosophila S2 cells added to each sample for normalization. Nuclear run on assays and library preparation were performed essentially as described in Reimer et al.^69^. with modifications noted: 2× nuclear run-on buffer consisted of (10 mM Tris (pH 8.0), 10 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 20 uM/each biotin-11-NTPs (Perkin Elmer), 0.8 U/μL SuperaseIN (Thermo), 1% sarkosyl). Run-on reactions were performed at 37 °C. Random hexamer extensions (UMIs) were added to the 3’ end of the 5’ adapter and 5’ end of the 3’ adapter. Adenylated 3’ adapter was prepared using the 5’ DNA adenylation kit (NEB) and ligated using T4 RNA ligase 2, truncated KQ (NEB, per manufacturers’ instructions with 15% PEG-8000 final) and incubated at 16 °C overnight. 180 μL of betaine buffer (1.42 g of betaine brought to 10 mL) was mixed with ligations and incubated 5 min at 65 °C and 2 min on ice prior to addition of streptavidin beads. After T4 polynucleotide kinase (NEB) treatment, beads were washed once each with high salt, low salt, and 0.25× T4 RNA ligase buffer (NEB) and resuspended in 5’ adapter mix (10 pmol 5’ adapter, 30 pmol blocking oligo, water). 5’ adapter ligation was per Reimer but with 15% PEG-8000 final. Eluted cDNA was amplified 5-cycles (NEBNext Ultra II Q5 master mix (NEB) with Illumina TruSeq PCR primers RP-1 and RPI-X) following the manufacturer’s suggested cycling protocol for library construction. A portion of PCR was serially diluted and for test amplification to determine optimal amplification of final libraries. Pooled libraries were sequenced using the Illumina NovaSeq platform.

### PRO-seq data analysis

Dual, 6nt Unique Molecular Identifiers (UMIs) were extracted from read pairs using UMI-tools (v 1.1.4; DOI:10.1101/gr.209601.116). Read pairs were trimmed using cutadapt (v1.14; 10.14806/ej.17.1.200) to remove adapter sequences (-O 1 --match-read-wildcards -m {20,26}). The UMI length was trimmed off the end of both reads to prevent read-through into the mate’s UMI, which will happen for shorter fragments. An additional nucleotide was removed from the end of read 1 (R1), using seqtk trimfq (v1.3-r119-dirty; https://github.com/lh3/seqtk), to preserve a single mate orientation during alignment. The paired end reads were then mapped to a combined genome index, including both the spike (dm6) and primary (mm10) genomes, using bowtie2 (v.2.2.9). Properly paired reads were retained. These read pairs were then separated based on the genome (i.e. spike-in vs primary) to which they mapped, and both these spike and primary reads were independently deduplicated, again using UMI-tools. Reads mapping to the reference genome were separated according to whether they were R1 or R2, sorted by name via samtools (v1.4), and subsequently converted to bedGraph format using a custom script bowtie2stdBedGraph.pl (see Code Availability statement) that counts each read once at the exact 3’ end of the nascent RNA. Because R1 in PRO-seq reveals the position of the RNA 3’ end, the ‘+’ and ‘−’ strands were swapped to generate bedGraphs representing 3’ end positions at single nucleotide resolution. Combined bedGraphs were generated by summing counts per nucleotide across replicates for each condition.

### Refinement of gene annotation (proTSScall)

PRO-seq reads were used to identify active transcription start sites using a custom script, proTSScall (see Code Availability statement). Briefly, PRO-seq 3’ read bedGraphs for ‘+’ and ‘−’ strands were separately combined across samples and the composite read counts were assigned to TSS-proximal windows (TSS to +150nt) using the same filtered TSS annotation described above. TSSs with ≤9 counts in this window are deemed ‘inactive’ and the remaining TSSs, deemed ‘active’, are collapsed to yield 1 dominant TSS per gene, defined as the one with the highest TSS-proximal read count—if the highest read count is shared among multiple transcripts, the TSS furthest upstream, in a strand-aware fashion, is called dominant. Dominant TSSs sharing the same start position are deduplicated as follows: (1) if start positions are equal, the TSS with the longest associated annotated transcript is called dominant, (2) if start positions and transcript lengths are both equal, the TSS associated with the lowest Ensembl gene ID (numerical portion) is dominant.

### Differential expression analysis

Reads were summed within the TSS to TES window for each active gene using the using the make_heatmap script (see ‘Code availability’ statement), which counts each read one time, at the exact 3’ end location of the nascent RNA. DEseq2, was used to determine statistically significant differentially expressed genes (DEGs), based on the sample size factors obtained from spike-in reads for normalization, and Wald test with correction for multiple testing using the Benjamini and Hochberg FDR method.

### Chromatin immunoprecipitation (ChIP) and ChIP-seq library preparation

For TOP1-ChIP, mESCs were harvested and double-crosslinked in suspension with disuccinimidyl glutarate (DSG) (Life Technologies) and formaldehyde (FA) (Sigma) according to Tian et al.^70^. Briefly, cells were incubated with 2 mM DSG in PBS for 45 min at room temperature, washed with PBS thrice, and incubated with 1% FA in PBS for 10 minutes at room temperature. FA crosslinking was quenched by addition of glycine to final concentration of 500 mM and incubation at room temperature for 5 min. Cells were washed in PBS and snap frozen for storage at −80 degC until ChIP was performed.

For RNAP2(S2P) ChIP, mESCs were subjected to crosslinking in 1% FA for 10 min at room temperature.

To perform ChIP, crosslinked cells were incubated in cell lysis buffer (5 mM Tris-HCl (pH 8.0), 85 mM KCl, 0.5% NP-40), then in nuclear lysis buffer (50 mM Tris-HCl (pH 8.0), 10 mM EDTA pH 8.0, 1% SDS, 0.75% Triton-X). Nuclear extract was diluted with an equal volume of IP buffer (16.7 mM Tris-HCl (pH 8.0), 1.2 mM EDTA pH 8.0, 167 mM NaCl, 0.01% SDS, 1.1% Triton-X, 0.1% Tween-20) and sonicated in Bioruptor (Diagenode) to shear chromatin. Chromatin extract was pre-cleared by centrifugation, followed by nutation with Protein G Dynabeads (Life Technologies) for TOP1 ChIP, or Protein A Dynabeads (Life Technologies) for RNAP2(S2P) ChIP for 2 h at 4 degC. Chromatin extract equivalent to 10 or 30 million cells were used for immunoprecipitation with anti-TOP1 antibody (Bethyl, Cat #: A302-590A, 7.5 μg/IP) -conjugated to Protein G Dynambeads, or anti-RNAP2(S2P) antibody (Abcam, Cat #:ab5095, 4 μg/IP)- conjugated to Protein A Dynabeads, overnight. Beads were washed in low salt buffer (20 mM Tris-HCl (pH 8.0), 2 mM EDTA pH 8.0, 150 mM NaCl, 0.1% SDS, 1% Triton-X, 0.05% Tween-20), high salt buffer (20 mM Tris-HCl (pH 8.0), 2 mM EDTA pH 8.0, 500 mM NaCl, 0.1% SDS, 1% Triton-X, 0.05% Tween-20), LiCl wash buffer (10 mM Tris-HCl (pH 8.0), 1 mM EDTA pH 8.0, 250 mM LiCl, 1% NP40, 0.1% sodium deoxycholate, 0.05% Tween-20), and TE buffer. Chromatin complex was eluted in elution buffer (50 mM NaHCO_3_, 1% SDS), treated with RNaseA and proteinase K, and reversed crosslinked. DNA was purified using SPRI method. All buffers except for TE and elution buffers were supplemented with protease inhibitor cocktail (A/L/P, PMSF, and sodium butyrate) before use.

Immunoprecipitated DNA and DNA from relevant input materials were made into ChIP-seq libraries using NEBNext Ultra II DNA kit (NEB Cat #: E7645) according to manufacturer’s protocol. Pooled libraries were sequenced using the Illumina HiSeq 2000 System.

### Co-immunoprecipitation (co-IP) experiment

Nuclear extracts from mESCs were prepared as follows: cells were collected and resuspended in ice-cold TMSD buffer (20 mM HEPES (pH 7.5), 5 mM MgCl_2_, 250 mM sucrose, 1 mM DTT) for swelling. Then, cells were resuspended and incubated with ice-cold TMSD buffer supplemented with 0.1% NP-40 to release the nuclei. The nuclei were collected by centrifugation and lysed through incubation in ice-cold low salt lysis buffer (20 mM Tris-Cl pH 7.9, 420 mM KCl, 1.5 mM MgCl2, and 0.2 mM EDTA) at 4 degC with constant rotation, followed by a three-cycle sonication in a Bioruptor (Diagenode). Thereafter, the nuclear lysate was pre-cleared by centrifugation, and the supernatant (‘420 mM fraction’) was transferred into a fresh microfuge tube. The insoluble pellet was further extracted with ice-cold high salt lysis buffer (20 mM Tris-Cl (pH 7.9), 700 mM KCl, 1.5 mM MgCl_2_, and 0.2 mM EDTA), pre-cleared by centrifugation, and the supernatant collected (‘700 mM fraction’). Both ‘420 mM fraction’ and ‘700 mM fraction’ were dialysed in BC100 (50 mM Tris-Cl (pH 7.9), 2 mM EDTA, 10% glycerol, 100 mM KCl, and 0.2 mM PMSF), and combined. 1 mg of this extract was additionally pre-cleared through incubation with 30 μl Protein A-Dynabeads before used for each IP. All buffers except for BC100 for dialysis were supplemented with protease inhibitor cocktail (A/L/P, PMSF, and sodium butyrate).

For each IP, 4 μg of TOP1 antibody (Bethyl, Cat #: A302-590A) pre-coupled to 30 μl Protein A Dynabeads was used. Immunoprecipitation was carried out overnight with constant rotation at 4 degC. This was followed by four washes in BC200 (50 mM Tris-Cl (pH 7.9), 2 mM EDTA, 10% glycerol, 200 mM KCl, 0.1% NP-40, 0.05% Tween-20, supplemented with protease inhibitors). Immunoprecipitations were finally eluted with NuPAGE™ LDS Sample Buffer (Invitrogen, Cat #: NP0007). Elutions and matching input nuclear extracts were then subjected to Western blot analyses.

### Biotinylated-trimethylpsoralen (bTMP) supercoiling assay

The assay was performed as previously described^35,36^. Briefly, mESCs were seeded into imaging chambers pre-coated with 0.1% gelatin. Twenty-four hours later, cells were fed with media supplemented with 1 μM aphidicolin (Sigma-Aldrich, Cat#: A0781) for two hours; aphidicolin inhibits DNA polymerases, thereby prevents supercoiling that arise from DNA replication.

Cells were then washed with DPBS, permeabilized with 0.1% Tween-20 in DPBS for 15 minutes, and incubated with 0.3 mg/mL EZ-Link Psoarlen-PEG3-Biotin (Thermo, Cat #:29986) for 15 min at room temperature. Cells were then exposed to 365 nM light (Vilber Lourmate UV lamp with 15 W bulbs) for 15 minutes for crosslinking. Cells were then washed twice with DPBS, fixed with cold 70% ethanol for 30 minutes at 4 degC, and washed twice with DPBS, before incubation with antibody Alexa Fluor 594 Streptavidin (Thermofisher, Cat #:S32356, 1:250) for one hour at room temperature in the dark. Cells were washed twice with DPBS, stained with DAPI for 10 min, and then imaged in a buffer containing 50% glycerol (Thermo, Cat #: 17904), 75 μg/mL glucose oxidase (Sigma Aldrich, cat #: G7141), 520 μg/mL catalase (Sigma Aldrich, Cat #: C3515), and 0.5 mg/mL Trolox (Sigma Aldrich, Cat #: 238813) on a FV3000 Confocal Laser Scanning Microscope running on FV31S-SW (v.2.4.1.198) or a Zeiss LSM 700 confocal microscope running on Zen Blue Software (v.3.3.89.0000). Three regions were randomly selected for each condition in each experiment. For each region, *z*-stack images were taken. Nuclear segmentation using DAPI signal and determination of mean psoralen staining intensity were carried out using the spots function in Imaris software.

### Plasmid relaxation assay

Purified TOP1(WT) and TOP1(R546Q) were custom ordered from Sino Biological. Briefly, histidine tagged TOP1 variants were expressed in insect cells infected with recombinant baculovirus and purified using Ni columns. The protein preps were supplied in buffer containing 20 mM Tris-HCl pH 7.5, 300 mM NaCl, 10% glycerol, 1 mM TCEP. Their purity and concentration were verified using Coomassie Blue staining and a BSA standard (Supplementary Fig. 11). The proteins were diluted in buffer containing 20 mM Tris-HCl pH7.5, 1 mM DTT, 1 mM EDTA, 10% glycerol just before use.

To determine salt optima of TOP1(WT) and TOP1(R546Q), 100 fmol TOP1 protein was incubated with 200 fmol supercoiled pBluescript KS(II)+ plasmid in 10 mM Tris HCl (pH 7.5), 1 mM EDTA, and indicated NaCl concentrations in 20 μl total volume for 2 min at 37 degC. Reactions were then quenched with 5× Stop buffer containing 5% Sarkosyl, 0.125% bromophenol blue, 25% glycerol, treated with proteinase K (1 mg/mL) at 37 degC for 1 h, loaded on 1% agarose/TBE gel, and run at 5–6 volts/cm for 2.5-3 hours. Gel was then stained with SybrGold (Invitrogen), destained and imaged on Gel Doc XR+ (v.5.2) (BioRad). For analyses, the bands in each lane were automatically detected and quantified as percentage of total bands in the same lane using ImageLab (v.6.1) (Biorad). Loss of supercoiled plasmid was used as an indicator of relaxation activity.

To determine rates of catalytic activities, the plasmid relaxation reaction contained 100 fmol TOP1 protein with either 400 fmol supercoiled pBluescript KS(II)+ plasmid (1 enzyme: 4 DNA), or 50 fmol supercoiled plasmid (2 enzyme: 1 DNA) in 10 mM Tris HCl (pH 7.5), 200 mM NaCl, 1 mM EDTA in 20 μL total volume. The reactions were incubated at 37 degC for a specified duration and quenched with 5× Stop buffer. Reactions were then treated with proteinase K and analysed by DNA gel electrophoresis as above.

### Magnetic tweezers experiments

To conduct single molecule stretching by magnetic tweezers, DNA molecules were labelled with biotin and digoxigenin at each end for surface attachment. Primers 5’- /5Biosg/CT AAT GCT GCT TGC TGT TCT −3’ and 5-‘ /5DigN/CCG CCC GCT TCT TTG AAT T −3’ (Integrated DNA Technologies) were mixed with the phage-λ DNA template and amplified using Q5 Hot Start polymerase (NEB). PCR products were purified using the PCR Purification Kit (ThermoFisher).

The flow channel was created using two #1 glass coverslips. The bottom coverslip was first functionalized with 3-Aminopropyltriethoxysilane (Sigma-Aldrich) and then treated with 1% glutaraldehyde (Sigma-Aldrich). Subsequently, anti-digoxigenin Fab fragments (ThermoFisher) were flushed through the channel. Finally, the channel was filled with a 1% BSA solution in 1× phosphate-buffered saline (PBS) buffer (pH 7.4) and incubated overnight at 4 degC to prevent nonspecific binding of DNA to the surface before being used in experiments.

Single molecule experiments were performed using a self-built magnetic tweezers setup, as described in Zhao et. al.^71^. In the experiments, a single DNA molecule was tethered between a streptavidin-coated paramagnetic bead with a diameter of 1 μm (Dynabeads MyOne) and a coverslip. Real-time tracking of bead height was achieved with a spatial resolution of approximately 2 nm and temporal resolution of 10 ms using CMOS camera (acA1300-200um—Basler ace) and LabVIEW 2015. To generate constant forces, a translational micromanipulator (L509, Physik Instruments) was employed to control the height of a pair of Neodymium magnets. To investigate DNA conformational change upon TOP1 binding, we performed force-decrease scans followed by force-increase scans at increasing TOP1 concentrations. At each force, the tethered bead was held for 20 s and the error bars are standard deviations of the bead height during the recording time window.

### Generation of cortical glutaminergic neurons from mESCs

mESCs were differentiated according to Bibel et. al.^46^ with modifications: For cellular aggregate (CA) generation, 3×10^5^ mESCs were plated in media containing equal parts of Advanced DMEM/F12 (Life Tech Cat #: 12634-028) and neurobasal medium (Life Tech Cat#: 21103-049), 15% Knock-out-serum-replacement (Life Tech Cat #: 10828-028), supplemented with L-glutamine, penicillin/streptomycin and 2-mercaptoethanol, in ultra-low culture dishes (Corning Cat #: C05/3262). Media was changed every day from day 2 onwards, and for days 4 to 8, 5 μM retinoic acid was added to media. On day 8, CAs were dissociated using Accutase (Stemcell Cat #: 7920) and strained through a 40 μm nylon cell strainer. Cells were plated in 1×10^5^/cm^2^ density in tissue culture dishes pre-coated with poly-D-lysine (ThermoFisher Cat #: A3890401) and laminin (~0.5 μg/cm^2^) (Thermofisher Cat #: 23017015) in N2 medium containing DMEM/F12 (Thermofisher Cat #: 1132003), N2 supplement (MerckMillipore Cat #: SCM012), 1 mM GlutaMAX (Thermofisher Cat #: 35050061) and 50 μg/mL BSA. N2 medium was changed 2 h after plating, and again after 24 h. After 48 h, media was changed to complete medium containing Neurobasal Plus supplemented with B27 Plus (Thermofisher Cat #: A3653401), 1.5 mM GlutaMAX, 5 ng/mL BDNF (Miltenyi Cat #: 130-093-811). Complete medium was changed every 4 days thereafter. Neurons were used for experiments on day 15 after CA dissociation.

### Patch clamp experiments

Neurons were recorded with internal solution (pipette solution) containing 130 mM K-gluconate, 10 mM KCl, 5 mM EGTA, 10 mM HEPES, 1 mM MgCl_2_, 0.5 mM Na_3_GTP, 4 mM Mg-ATP, 10 mM Na-phosphocreatine pH 7.4 (adjusted with KOH) and external solution containing: 10 mM glucose, 125 mM NaCl, 25 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_.2H_2_O, 2.5 mM KCl, 1.8 mM CaCl_2_, 1 mM MgCl_2_, pH 7.4 (300–310 mOsm). Whole cell recording was performed on Clampex (v.10.7.0.3) on multiclamp700b amplifier (Molecular Device), low pass filtered at 1 kHz and the series resistance was typically <10 MΩ after >50% compensation. The P/4 protocol was used to subtract online the leak and capacitive transients. Analysis of neuronal firing profiles was performed using pCLAMP10.5 software suite (Molecular Devices).

### RNA-seq data analysis

Paired-end raw sequencing reads were trimmed with Trim Galore^72^ with parameters: *--trim-n –paired*. Cleaned reads were then mapped to either hg19 (293 T cells) or mm10 (mESC and mESC-derived neurons) reference genome, guided by the corresponding gene models obtained from Illumina iGenome website (https://sapac.support.illumina.com/sequencing/sequencing_software/igenome.html) using the RSEM pipeline (v1.1.11)^73^. For RNA-seq experiments with 293T cells and mESCs, differential gene expression analysis was carried out using DESeq2 (v1.16.1)^74^ with default settings except for the calculation of sample normalization factors, which was based on ERCC spike-in. For RNA-seq experiments for neurons, default parameters of DESeq2 were used. For experiments with 293T cells, differentially expressed genes (DEGs) are defined by fold change greater than two-fold difference in expression and *p* adjusted value ≤ 0.01 from Wald test, with correction for multiple testing using the Benjamini and Hochberg FDR method. For mESCs, DEGs are defined by fold change greater than 1.5 and *p* adjusted value ≤ 0.05. Volcano plots were generated using ggplot2 in R (v4.0.5)^75^.

### Gene set enrichment analysis

For RNA-seq from 293T cells, gene set enrichment analyses (GSEA) were carried out against the Molecular Signatures Database (MSigDB v7.4)^76,77^ using GSEA function in the package clusterProfiler^78^. For RNA-seq from mESC-derived neurons, mouse genes were first converted to corresponding human orthologs to take advantage of the diverse pathways collected in MSigDB. GSEA were then carried out on the converted human orthologs. *p* values were calculated based on one million permutations. For both analyses, pathways were considered significant if the *p*-adjusted value, following FDR-correction, was ≤0.05. NES enrichment plot was plotted using function plotEnrichment in the package fgsea^79^.

### ChIP-seq data analysis

Single- and paired-end raw sequencing reads were trimmed with Trim Galore with parameters: --trim-n (for single-end datasets) or --trim-n -–paired (for paired-end datasets). Cleaned reads were then mapped to mm10 obtained from Illumina iGenome website by Bowtie2 (v.2.2.9)^76^ with parameters: -N 1 -L 25 --no-mixed --no-discordant for paired-end and -N 1 -L 25 for single-end sequencing respectively. Only uniquely mapped reads with MAPQ > = 10 were kept and PCR duplicates were removed using SAMtools (v1.4)^77^. Biological replicate alignment files were merged.

It is important to ensure that differences in normalized ChIP-seq read counts accurately reflect absolute changes in binding in the context of global changes in binding. As such, we have followed the method of normalizing ChIP-seq experiments as reported by Wiegard et al.^80^. Briefly, reads that are mapped to intergenic regions for TOP1 and RNAP2(S2P) ChIP-seq can be considered non-specific background that can serve as an internal calibration across sequencing libraries. Thus, we determined the number of reads that fall into the intergenic regions to calculate a scaling factor for normalizing the datasets. To define intergenic regions, we first defined an extended gene region for every gene as including the 5 kb region before its transcription start site (TSS) and 5 kb region after its transcription termination site (TES). We then designated intergenic regions as regions that do not overlap with any extended gene region.

BigWig coverage were generated using ‘bamCoverage’ function from the package deepTools^81^ with parameters: -bl mm10-blacklist.bed -bs 20 -p 6 --scaleFactor sizefactor_calculated normalizeUsing None -b IP.bam --extendReads 200 for single-end sequencing, and -bl mm10-blacklist.bed -bs 20 -p 6 --scaleFactor sizefactor_calculated –normalizeUsing None -b IP.bam --extendReads for paired-end sequencing, respectively. Blacklist region ‘mm10-blacklist.bed’ was obtained from https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz. BigWig files were visualized on Integrative Genomics Viewer (IGV 2.10.2)^82^. Metaplots were then generated by functions ‘computeMatrix’ and ‘plotProfile’ functions with default parameter setting.

TOP1 peaks were called using the ‘callpeak’ function of MACS2 as follow: for paired-end dataset, macs2 callpeak -t IP.rmdup.bam -c INPUT.rmdup.bam -f BAMPE -g mm --broad; for single-end dataset, macs2 callpeak -t IP.rmdup.bam -c INPUT.rmdup.bam -f BAM -g mm --broad --keep-dup all. ‘keep-dup all’ is used because the PCR duplicates have already been removed earlier in the pipeline. ChIPSeeker^83^ was used to determine overlap with genomic features.

### Gene expression ranking and classification

Expression values in FPKM were averaged across three biological replicates for WT mESC. Genes of no expression were defined as silent. For expressed genes, the 5th and 95th quantile FPKM values were calculated, and the gene expression was classified as High, Medium, and Low if the FPKM was above the 95th quantile, between 5th and 95th quantiles, and below the 5th quantile, respectively.

### Statistical analysis

No statistical methods were used to pre-determine the sample size. The statistical analyses for confocal imaging signals (Figs. 1g and 3e) were performed on Jupyter (v.6.5.4). The statistical analyses TOP1 plasmid relaxation activities (Fig. 4 and Supplementary Fig. 7), magnetic tweezer experiments (Fig. 5), Neuron firing patterns (Fig. 6b) and RNA content quantification (Supplementary Fig. 3) were performed on Prism (v. 9.5.0). The statistical tests used were indicated in the respective figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The MD simulation input files and processed output trajectories have been deposited in Zenodo and are available at 10.5281/zenodo.8158854. The raw and processed sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE207163. The crystal structures PDB code 1A36 and PDB code 3M4A were retrieved from Protein Data Bank [www.wwpdb.org]. Human hg19, mouse mm10 and fly dm6 reference genomes was obtained from GENCODE [https://www.gencodegenes.org/]. Molecular Signatures Database (MSigDB) was obtained from https://www.gsea-msigdb.org/gsea/index.jsp. All other data are available in the main article, Supplementary Information, and Source data. Source data are provided with this paper.

# Supplementary material for: Transcriptional repression by a secondary DNA binding surface of DNA topoisomerase I safeguards against hypertranscription
**Source:** Nat Commun. 2023 Oct 13;14:6464. doi: 10.1038/s41467-023-42078-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1**

Results of Gene Set Enrichment Analysis (GSEA) performed on RNA-seq comparing cells overexpressing indicated TOP1 variant and vector control.

**Supplementary Data 2**

Information on primers and DNA oligos used in this study.

**Supplementary Data 3**

Information on antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

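RNA-seq of 293T cells was analysed for the groups labelled vector, TOP1(WT), TOP1(4K-A) and TOP1(R546Q), with 2 libraries each, of mESCs for Mut.1 with its WT and Mut.2 with its WT, with 3 libraries each, of mESCs labelled as treated with retinoic acid for Mut.1 and WT, with 3 each, and of neuron cultures at day 15 for WT, Mut.1 and Mut.2, with 2 each. PRO-seq of mESCs was analysed for Mut.1 and WT, with 2 libraries each, and TOP1 ChIP-seq for Mut.1, Mut.2 and the WT matched to each.

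The authors made the expected counts of the RNA-seq files by trimming reads with Trim Galore 0.4.2 and mapping them with RSEM, to hg19 for 293T cells and to mm10 for mouse cells, and deposited them with FPKM values per gene. The FPKM values, which the authors' files hold as RSEM wrote them, were used only to place genes in expression classes. PRO-seq counts were deposited as whole counts per transcript, which the authors made by removing duplicates with molecular identifiers and counting each read once at the 3′ end of the nascent RNA. The authors made the ChIP-seq peak lists by aligning reads with Bowtie2 2.2.9, removing duplicates with SAMtools 1.4, merging replicates and calling broad peaks with MACS2, whose score is given for each peak in the deposited lists. The authors tested genes with DESeq2, with spike-in size factors for 293T cells, mESCs and PRO-seq and with the default scaling for neurons. Drosophila counts, the signal tracks of ChIP-seq and RNAP2(S2P) were not used here, so that the paper's spike-in scaling of PRO-seq and its scaling of ChIP-seq signal to intergenic reads were not repeated.

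Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method over all tested genes. Size factors were the median of ratios of the ERCC transcripts for 293T cells and mESCs, and TMM for PRO-seq and neurons. Genes with at least 10 counts in as many libraries as the smaller group has were tested, 16482 in 293T cells, 13516 for Mut.1 and 13236 for Mut.2 mESCs, 13396 for the mESCs labelled as treated with retinoic acid and 15620 in neurons, and 21232 transcripts in PRO-seq. The 8 libraries of 293T cells shared 1 estimate of the spread, as did the 6 neuron libraries. Each mESC experiment was fitted alone, except for the contrasts of mutant effects between experiments, which used 12 libraries. Thresholds were a change of over 2-fold and an adjusted p of at most 0.01 in 293T cells, a change of over 1.5-fold and an adjusted p of at most 0.05 in mESCs and PRO-seq, and an adjusted p of at most 0.05 in neurons. The standard error of a log2 fold change is its size over the square root of the test's F value. Counts per 1000000 (CPM) are scaled by the same size factors, with a prior count of 2 only on the log2 scale.

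Gene lists and marker lists were written down before the data were examined. For each list, members past the threshold were counted with p-values adjusted over all genes and over the list alone, and limma 3.58.1's camera compared the list with the other genes, once with a preset correlation of 0.01 and once with an estimated correlation. Lists whose results are printed are those of p53 targets, the unfolded protein response, cholesterol synthesis, hypoxia and glycolysis, interferon-stimulated genes, imprinted genes, 2-cell-like genes, neuroectoderm, formative pluripotency, primitive endoderm and ribosomal proteins, and in neurons astrocytes, the oligodendrocyte lineage, neurons, GABAergic and glutamatergic neurons, neural progenitors, naive pluripotency, mesenchymal and meningeal cells, endothelial cells, microglia, the choroid plexus and voltage-gated channels. Single genes were named by a rule written before the data were examined. It took the genes the paper names, up to 4 members of each list with the smallest p, the 5 largest rises and the 5 largest falls past the threshold with a mean of at least 5 CPM and no overlap between the groups' libraries, and the genes used to check labels, of which 1 is not reported here. Genes outside the rule are marked as chosen after their values were seen.

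RNA per spike-in was the ratio of total gene counts to total ERCC counts in each library, compared on the log2 scale by exact permutation tests with scipy 1.17.1 in Python 3.11.15. Peak lists were compared with bedtools 2.31.1, with overlaps of at least 1 base. A peak within 3 kb of a transcription start of the mm10 annotation counted as a promoter peak, one that overlaps a gene otherwise as a gene body peak, and the rest as intergenic. Shares of peaks have 95% Wilson intervals, which cover counting error only. Expression classes used the 5th and 95th percentiles of the expressed genes' mean FPKM.

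The model was tested on simulated counts drawn from the real libraries' means, with changed genes of known folds, no shift of all genes, and recovery counted by the adjusted p in the right direction with no minimum fold. It recovered 61.2% of genes changed 1.5-fold, 80.6% of those changed 2-fold and 93.9% of those changed 4-fold for TOP1(WT) against vector (16482 genes), and 31.3%, 88.1% and 98.5% for Mut.1 mESCs (13516 genes). For Mut.2 mESCs it recovered 2.99%, 25.4% and 87.9% (13236 genes), for mESCs labelled as treated with retinoic acid 10.4%, 83.6% and 98.5% (13396 genes), for PRO-seq 50.7%, 79.1% and 100% (21232 transcripts), and for neurons of Mut.1 7.46%, 59.7% and 84.8% (15620 genes). By the adjusted p alone, changes of 1.5-fold were thus mostly missed in every comparison simulated but TOP1(WT) against vector and PRO-seq. The calls reported also need a change of over 2-fold in 293T cells and over 1.5-fold in mESCs and PRO-seq. These rates therefore do not tell how many 1.5-fold changes such calls find. Mut.2 neurons were not simulated. No pair of replicates differed by as little as sampling noise, with a chi-square per degree of freedom of 2.81 to 259.

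Whether equal replicate numbers pair the libraries was checked by the correlation of their deviations from the group means, over genes with a mean log2 CPM over 3. The correlations were 0.503, 0.135 and 0.421 for replicates 1, 2 and 3 of Mut.1 and its WT, and 0.448, 0.207 and 0.483 for those labelled as treated with retinoic acid, so these numbers were taken to pair the libraries, from the data and not from the labels or the paper. They were 0.059, 0.035 and 0.488 for Mut.2, which were not taken as paired. Alternatives were other scaling (TMM, total ERCC counts or none), other filters on low counts, DESeq2 1.42.0, the adjusted p alone, the replicate number as a block, only the 4 libraries of the groups compared, exchanged labels, the libraries labelled as treated in place of those labelled untreated, stricter peaks and overlaps, a promoter of 1 kb, quartiles as classes, and each library left out in turn.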

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

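The tests of the labels, of sequencing depth in neurons and of the segment of chromosome 11 were chosen only after the results were seen. The pairs of other cell types' lists in neurons were as well. Tests of the glial lists against the mean of the other lists and of other splits of the libraries were written down before them.

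A segment of chromosome 11, from the start of Cdk5rap3 to the end of Grb7 (96907426 to 98455373 of mm10), stood out among genes the paper does not discuss, with a median log2 fold change that lay 0.935 above that of all genes in Mut.1 mESCs (44 genes), 0.843 in Mut.2 mESCs, 0.883 in mESCs labelled as treated with retinoic acid, 0.840 in PRO-seq, and 0.897 and 0.903 in Mut.1 and Mut.2 neurons. Its medians were 0.754 to 0.930 in the 15 mutant libraries and −0.0751 to 0.0404 in the 13 WT libraries, and those of the genes within 1 Mb on either side −0.112 to 0.125 in the 6 comparisons. Scaling between libraries is argued against, since the flanking genes share it and the segment lay at least 0.882 above them in each comparison. A candidate explanation is a difference in DNA copies of the segment between the mutant and WT lines, which needs a rise in every comparison, and the smallest was 0.840. TOP1 peaks in the segment also covered 1.30 times the length of WT in Mut.1 and 1.42 times in Mut.2, against 0.739 and 0.771 elsewhere, but an effect of mutant TOP1 on the segment itself was not tested and stays open.

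The check genes of 16 libraries went against their labels. In 293T cells, the lowest TOP1 level of a library labelled vector was 246 times the highest of a library labelled TOP1(WT), which is what an exchange of these labels needs. In mESCs of the Mut.1 experiment, each of Cyp26a1, Rarb and Dhrs3 was at least 3.07 times as high in every library labelled untreated as in every library labelled as treated with retinoic acid. An exchange of labels is thus the explanation these values fit in both experiments. The names the submitters gave to the deposited files carry the other label for all 16 libraries, though neither they nor the check genes say at which step labels and libraries parted.

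By camera, oligodendrocyte lineage genes had higher and neuron genes lower values than the other genes in both mutant neuron cultures. Astrocyte genes had higher ones in Mut.1. None of these held with an estimated correlation, and in the astrocyte list WT replicate 1 had a higher mean than every mutant library. The depths of mutant and WT libraries overlap, with the highest mutant depth at 1.13 times the lowest WT depth. This is not what a difference in depth between the groups needs. Depth still stays open, since the deepest library, WT replicate 2, also had the lowest mean of the oligodendrocyte lineage genes. A lower share of neurons would raise the markers of all other cell types alike, and the effect on the oligodendrocyte lineage list lay 1.11 above the mean of those on the mesenchymal, endothelial, microglia and choroid plexus lists in Mut.1 (standard error 0.680) and 0.901 above it in Mut.2 (standard error 0.729), and that on the astrocyte list 0.102 and 0.0048 above it (standard errors 0.288 and 0.312). All are under 2 standard errors, which meets the criterion written beforehand for a lower share of neurons, though the standard errors are large. The 4 other lists did not rise alike, with 7 of 12 differences between pairs of them over 2 standard errors, such as −0.927 (standard error 0.0814) for mesenchymal less choroid plexus genes in Mut.1 and −1.06 (standard error 0.205) for mesenchymal less endothelial genes in Mut.2. This argues against a lower share of neurons as the whole of the pattern, with the limits that groups hold 2 libraries, pairs share lists and all lists but the mesenchymal one are at low levels, while a change in the glial cells themselves stays open.

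The mESCs labelled as treated with retinoic acid for 6 h carry a treatment label that the paper does not report. Their retinoic acid target genes were low, so they may be the libraries of the paper's Mut.1 comparison. Between Mut.1 and WT, 1995 genes differed in them, 1925 higher and 70 lower (349 higher and 184 lower with TMM). The median of all genes was 0.37 on the log2 scale. In all, 1193 genes passed without WT replicate 3, 534 without Mut.1 replicate 1, 744 without its replicate 2 and 853 without its replicate 3. The largest number from another split of these libraries was 7, and 1 of 10 splits, the real one, reached 1995. The replicate numbers pair these libraries, and the other 3 splits that part all 3 pairs gave at most 2 genes, those that part 1 pair 4 to 7. For Mut.1 mESCs labelled untreated, 1 of 10 splits reached 843 genes, and the highest other was 124, with 3 genes for each of the other splits that part all 3 pairs. For Mut.2 mESCs, 2 of 10 splits reached 223 genes, and the highest other was 291. With 10 splits the share is never under 0.1.

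The difference between mutant and WT was not the same in Mut.2 and Mut.1 mESCs for 17 genes, tested directly, among them Meg3, Rian and Mirg. According to the paper the lines are independent clones, so this contrast compares 1 clone with 1 other. It cannot tell an effect of R548Q from other differences between the clones. The difference between Mut.1 and WT was not the same in the libraries labelled as treated and those labelled untreated for 11 genes, among them Snurf and Rsc1a1. With TMM these counts were 49 and 0. The libraries of the first contrast also differ in retinoic acid target genes. Cyp26a1 stood at 25.8 to 61.5 CPM in the Mut.1 experiment's libraries used there and at 0 to 0.232 in the Mut.2 experiment. That contrast cannot separate the lines from this difference. The splits drawn to test these counts exchange mutant and WT libraries within an experiment, so that a split that keeps the groups in the other carries its mutant effect into the contrast. Of 100 splits, 30 gave as many as 17 genes, with up to 5431, and 16 gave as many as 11, with up to 5783, which for this reason does not tell whether chance gives such counts. Splits that neither kept nor reversed the groups of either experiment gave at most 2 genes for the second contrast but up to 5431 for the first, which points to a structure of the samples beside the groups there.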

How the results depend on the processing

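Alternatives were set before the data were examined, except 3 that were chosen only after the results were seen, DESeq2 with exchanged labels, leaving out the chromosome 11 segment, and TMM without WT replicate 2 of the Mut.2 experiment. Single genes were tried over 2214 values for 183 genes and comparisons, of which 2023 kept their side of the threshold, 161 lost a call, 30 gained one and 0 changed sign with edgeR or DESeq2. Counts of list members stayed within 1.5-fold in 247 values and moved in 25, and other results stayed in 150, moved in 89 and reversed in 24. The causes were not tested, except where a setting's own construction gives one.

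TMM removes a shift of all genes by its construction. Such a shift was present in the difference of effects between the libraries labelled as treated and untreated, with a median of 0.156 and 84.4% of genes above 0. Calls were also lost between the 293T mutants, where the median of all genes lay near 0, at −0.00052. The cause there was not tested. TMM left 257 genes for TOP1(WT) against vector, mostly lower, 2 for TOP1(4K-A) against vector, and 5 for TOP1(R546Q) against vector, mostly lower. It left 128 for TOP1(4K-A) against TOP1(WT) and 50 for TOP1(R546Q) against TOP1(WT), mostly higher, and 3 between the mutants. It left 91 for Mut.2 mESCs and 533 for the mESCs labelled as treated, and 49 and 0 (edgeR, with 226 genes at an unadjusted p under 0.05 with the spike-in) for the differences of effects. Members of the unfolded protein response, p53, cholesterol and hypoxia lists higher in TOP1(WT) or TOP1(4K-A), and of the last 3 lists in TOP1(R546Q), went to 0 with TMM by edgeR, and 1 unfolded protein response gene became lower in TOP1(WT). In Mut.1 mESCs TMM gave 3 interferon-stimulated genes higher and 1 lower and 7 imprinted genes higher, in Mut.2 5 imprinted genes lower, and in mESCs labelled as treated 3 unfolded protein response genes, 3 interferon-stimulated genes and 5 imprinted genes higher. PRO-seq without scaling gave 27 genes.

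With the adjusted p alone and no minimum fold, the 293T comparisons gave 14585, 12797 and 12759 genes against vector, 7190 and 6602 against TOP1(WT), and 40 between the mutants, where the direction of the majority reversed. DESeq2 with the spike-in gave 296 and 199 against TOP1(WT), 3 between the mutants, 139 for Mut.2 mESCs and 1 lower 2-cell-like gene there. DESeq2 gave 141, 102 and 54 genes for neurons of Mut.1, of Mut.2 and between them, 1 higher oligodendrocyte lineage gene in each mutant, 1 lower neuron gene in Mut.2, and 0 lower imprinted genes in PRO-seq, where edgeR gave 1. At least 10 counts in every library gave 6 genes between the 293T mutants and 124 for Mut.2 mESCs. No filter gave 46 and 18 genes for Mut.1 and Mut.2 neurons, and 1 lower 2-cell-like gene in Mut.2 mESCs. Only the 4 libraries of the groups compared gave 5 and 0 genes for Mut.1 and Mut.2 neurons by edgeR, where all 6 libraries gave 815 genes at an unadjusted p under 0.05 for Mut.2 and DESeq2 called 102.

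Exchanging the labels of the TOP1(WT) and vector libraries reverses directions by its construction. It gave 9521 genes for TOP1(WT), 609 for TOP1(4K-A) and 492 for TOP1(R546Q) against vector, mostly lower, and 1119 and 1089 for the mutants against TOP1(WT), mostly higher. DESeq2 with exchanged labels gave 8788, 296 and 199 against vector, 775 and 743 against TOP1(WT) and 3 between the mutants. The libraries labelled as treated in place of those labelled untreated gave 1995 genes for Mut.1. Without the genes of the chromosome 11 segment, 3 genes passed for Mut.2 neurons. TMM without WT replicate 2 of the Mut.2 experiment gave 162 genes for Mut.2 mESCs.

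With the replicate number as a block, 527 genes passed for Mut.1 mESCs, whose numbers pair the libraries, and 2364 for those labelled as treated, with 16 imprinted genes higher in place of 14 and the 2-cell-like list at adjusted p = 0.12 with an estimated correlation from camera in place of 0.0071. For the experiments whose libraries share only a number, the block gave 1998 genes for Mut.2 mESCs, 529 for PRO-seq, and 62 and 30 for Mut.1 and Mut.2 neurons. In Mut.2 mESCs the correlations of equal numbers were at most 0.488 and those of other numbers at most 0.292. With 2 libraries per group, where other numbers have the same correlation with the opposite sign, equal numbers had 0.508 in PRO-seq, and 0.334 and 0.729 for WT with Mut.1 and Mut.2 neurons.

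RNA per spike-in for TOP1(R546Q) against vector was 0.601 with the ERCC median of ratios and 0.602 without the 10 genes with the most counts. With at least 0.5 of a peak covered, the overlaps were 56.7% (Mut.1 by WT), 43.6% (WT by Mut.1), 41.5% (Mut.2 by WT) and 28.5% (WT by Mut.2). A stricter score left all peaks of the Mut.1 pair and of the WT matched to Mut.2, so it says nothing there, and left 18368 peaks of Mut.2, of which 69.5% were overlapped by WT, and which overlapped 32.7% of the WT peaks. With promoters of 1 kb, the shares in promoters, gene bodies and between genes were 38.5%, 42.5% and 19.0% in the WT matched to Mut.1, 40.9%, 39.4% and 19.8% in Mut.1, 27.8%, 50.7% and 21.4% in the WT matched to Mut.2, and 31.5%, 47.2% and 21.3% in Mut.2. With quartiles as classes, 68.3% and 67.0% of the top class had a peak in the WT matched to Mut.1 and in Mut.1, 84.5% and 82.9% in the WT matched to Mut.2 and in Mut.2, and its median log2 fold changes were 0.160 in Mut.1 and 0.326 in Mut.2.

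With each library left out in turn, a group left with 1 library is assumed to vary like the others. The genes then numbered 6932 to 10391 for TOP1(WT), 611 to 1849 for TOP1(4K-A) and 984 to 1269 for TOP1(R546Q) against vector, 160 to 1046 and 78 to 657 for the mutants against TOP1(WT), and 13 to 27 between the mutants, with most of them lower at 23 without TOP1(4K-A) replicate 2. They numbered 402 to 1423 for Mut.1 mESCs and 29 to 235 for Mut.2 mESCs, with most lower at 208 without WT replicate 3 and at 75 without Mut.2 replicate 2, 534 to 1739 for mESCs labelled as treated and 118 to 191 for PRO-seq. Neurons gave 1 to 49 genes for Mut.1, with most lower at 13 without WT replicate 2 and at 1 without either Mut.1 library, 0 to 10 for Mut.2 and 1 to 3 between them. RNA per spike-in ranged on the log2 scale from 0.764 to 0.935, 0.496 to 0.642 and 0.518 to 0.570 against vector, −0.366 to −0.195 and −0.391 to −0.220 against TOP1(WT), and −0.048 to 0.098 between the mutants, with −0.0013 as a further negative value. It ranged from 0.0887 to 0.293 for Mut.1, −0.143 to 0.509 for Mut.2 and 0.172 to 0.457 for mESCs labelled as treated. The ratios of mouse cells count Rn45s as a gene.

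Small changes are often missed. In simulated counts 2.99% of genes changed 1.5-fold were recovered for Mut.2 mESCs (13236 genes), 7.46% for neurons of Mut.1 (15620 genes) and 10.4% for mESCs labelled as treated (13396 genes). Recovery was by the adjusted p with no minimum fold.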

Differences from the paper's values

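DESeq2 with exchanged labels was chosen only after the values were seen, and the other alternatives were set before the data were examined. For genes lower in TOP1(WT) than in vector, the paper's value is 7279 and the value here is 44. With the labels of the vector and TOP1(WT) libraries exchanged it was 9477, within 1.5 times the paper's value, and with DESeq2 as well, chosen after seeing the values, 8761. For genes lower with TOP1(4K-A), the paper's value is 296 and the value here 4, and with exchanged labels 531, which still differs. For genes lower with TOP1(R546Q), the paper's value is 132 and the value here 15, with 453 under exchanged labels, which still differs. DESeq2 with exchanged labels, chosen after seeing the values, gave 266 and 184 for these, both within 1.5 times the paper's values.

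For genes higher than in vector, the paper's values are 16 for TOP1(WT), 31 for TOP1(4K-A) and 11 for TOP1(R546Q), and the values here are 9477, 1115 and 1074. Exchanged labels gave 44, 78 and 39, which all still differ. DESeq2 with exchanged labels, chosen after seeing the values, gave 30 and 15 for the mutants, within 1.5 times the paper's values, and 27 for TOP1(WT), which is not. Total ERCC counts, TMM, no filter, at least 10 counts in every library, the replicate block, DESeq2 with the ERCC size factors, the adjusted p alone, only the 4 libraries of the groups compared, and each library left out in turn closed none of these 6 gaps. The paper's own list of called genes was not used here, so how many of its genes the exchanged setting drops is not known.

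The paper shows Kdm5b and Rlim as genes with less TOP1 and more transcription in the mutants. Here TOP1 peaks covered less of both genes in Mut.1 and Mut.2, but the RNA differences of Kdm5b (0.22 in Mut.1, 0.16 in Mut.2 and −0.16 in PRO-seq) and of Rlim (0.27, 0.62 and 0.06) did not pass the test. The PRO-seq values are scaled by TMM, so they cannot show a shift of all genes. The paper reads higher transcription from RNAP2(S2P) on chromatin as well, which was not analysed here, so that part of its result was not tested. The Mut.1 RNA-seq values are those of the libraries labelled untreated, whose retinoic acid target genes go against that label. They may therefore not be from the same libraries as the paper's Mut.1 result, and those labelled as treated are not given for these genes. The paper states that the distribution of TOP1 over promoters, gene bodies and intergenic regions did not differ between mutant and WT. Here the promoter share was 49.2% in Mut.1 and 47.0% in its WT, and 40.4% in Mut.2 and 37.4% in its WT, differences beyond counting error, though the paper's own shares, from its supplement, differ in the same direction, at 51.4% in Mut.1 and 49.7% in its WT, and 44.0% in Mut.2 and 41.5% in its WT.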

Other observations

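The tests of TOP1 RNA level and of the TOP1 transcript were chosen only after the results were seen, and those of gene length were written down before them.

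In the mESCs labelled as treated with retinoic acid, 18 of 20 genes of the unfolded protein response were higher in Mut.1 than in WT, though 3 with TMM (18 adjusted over the list alone, adjusted p = 0.38 with an estimated correlation). Herpud1, which acts in degradation at the endoplasmic reticulum, rose by 1.33 (standard error 0.216, adjusted p = 1.2e-07) on the log2 scale by edgeR and Derl3 by 2.50 (standard error 0.252, adjusted p = 8.2e-20) (n = 3 libraries each). Of 9 interferon-stimulated genes 6 were higher (6 adjusted over the list alone, 3 with TMM), and Ifi27 rose by 3.91 (standard error 0.332, adjusted p = 4.3e-28) by edgeR. All 9 genes of the 2-cell-like state were lower (9 adjusted over the list alone), with Zscan4c at −2.04 (standard error 0.260, adjusted p = 3.3e-12) by edgeR, and the list had adjusted p = 0.0071 with an estimated correlation from camera, though adjusted p = 0.12 with the replicate number as a block. Nefm rose by 1.93 (standard error 0.235, adjusted p = 2.1e-13) by edgeR. Imprinted genes went both ways, with 14 of 25 higher and 3 lower (15 and 3 adjusted over the list alone, 5 and 3 with TMM). RNA per spike-in was 0.355 higher in Mut.1 on the log2 scale (SD 0.0330 for Mut.1 and 0.317 for WT, n = 3 each, p = 0.1, exact permutation test, two-sided, the smallest possible without pairing the replicate numbers).

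Mut.1 and Mut.2 neurons differed from each other in 9 genes, among them 2 of 26 listed imprinted genes, Dlk1 and Zim1, both lower in Mut.1 (5 higher and 4 lower when adjusted over the list alone), and camera gave the list adjusted p = 0.32. Rtl1 lay at −2.92 (standard error 0.128, adjusted p = 0.0018) in Mut.1 relative to Mut.2 by edgeR and Dlk1, from the same region, at −2.06 (standard error 0.161, adjusted p = 0.022). Of the 9 genes 2 were higher and 7 lower in Mut.1, 616 had an unadjusted p under 0.05, and DESeq2 called 54. No more than 3 genes passed with any library left out (1 without either Mut.1 library, 2 and 3 without Mut.2 replicates 1 and 2). Genes of chromosome 8 lay slightly higher in both neuron mutants, with medians of 808 genes 0.138 and 0.152 above all genes in Mut.1 and Mut.2, and 0.128 to 0.157 in the 4 mutant libraries. In mESCs the same chromosome lay 0.0187 above in Mut.1 and −0.0285 in Mut.2.

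RNA per spike-in in 293T cells could follow the level of TOP1 RNA whatever the variant. A line over log2 TOP1 through the libraries labelled vector and TOP1(WT) gives −0.0602 for TOP1(4K-A) less TOP1(R546Q), and the measured difference lay 0.0852 above it (standard error 0.0775), too close to decide. The groups labelled vector and TOP1(4K-A) differ by only −0.0151 in log2 TOP1, and RNA per spike-in lay 0.567 above the line in TOP1(4K-A) (standard error 0.0732) and 0.482 in TOP1(R546Q) (standard error 0.0271), which argues against the level of TOP1 RNA alone, whatever the variant. Without the TOP1 transcript the difference between the libraries labelled TOP1(WT) and vector was 1.11 times its size, but TOP1 takes more of the counts where RNA per spike-in is lower, which fixes this outcome, so the test decides nothing.

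Longer genes may change more than other genes in the mutants. Genes over 100 kb rose by 0.110 more than other genes on the log2 scale in mESCs labelled as treated (standard error 0.031, 1650 long genes). All libraries of the groups were apart (p = 0.1, exact permutation test, two-sided, the smallest possible without pairing the replicate numbers). This is what a larger change of long genes needs, but it does not tell whether they depend more on TOP1. The difference was 0.0777 in Mut.1 mESCs (standard error 0.0089), 0.0789 in Mut.2 mESCs (standard error 0.078) and 0.0524 in PRO-seq (standard error 0.025), all between the bounds set beforehand for a difference and for none, so these 3 leave it open.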
